# Cardiac Dysfunction in the BACHD Mouse Model of Huntington’s Disease

**DOI:** 10.1371/journal.pone.0147269

**Published:** 2016-01-25

**Authors:** Analyne M. Schroeder, Huei Bin Wang, Saemi Park, Maria C. Jordan, Fuying Gao, Giovanni Coppola, Michael C. Fishbein, Kenneth P. Roos, Cristina A. Ghiani, Christopher S. Colwell

## Abstract

While Huntington’s disease (HD) is classified as a neurological disorder, HD patients exhibit a high incidence of cardiovascular events leading to heart failure and death. In this study, we sought to better understand the cardiovascular phenotype of HD using the BACHD mouse model. The age-related decline in cardiovascular function was assessed by echocardiograms, electrocardiograms, histological and microarray analysis. We found that structural and functional differences between WT and BACHD hearts start at 3 months of age and continue throughout life. The aged BACHD mice develop cardiac fibrosis and ultimately apoptosis. The BACHD mice exhibited adaptive physiological changes to chronic isoproterenol treatment; however, the medication exacerbated fibrotic lesions in the heart. Gene expression analysis indicated a strong tilt toward apoptosis in the young mutant heart as well as changes in genes involved in cellular metabolism and proliferation. With age, the number of genes with altered expression increased with the large changes occurring in the cardiovascular disease, cellular metabolism, and cellular transport clusters. The BACHD model of HD exhibits a number of changes in cardiovascular function that start early in the disease progress and may provide an explanation for the higher cardiovascular risk in HD.

## Introduction

Over the course of a lifetime, Huntington’s disease (HD) patients are subject to a progressive neurodegenerative process that inflicts cognitive, psychiatric and motor dysfunction [1, 2]. HD is caused by a CAG repeat expansion within the first exon of the *huntingtin* (*Htt*) gene and when translated, produces a polyglutamine (polyQ) repeat that leads to protein misfolding, soluble aggregates, and inclusion bodies detected throughout the body [3, 4]. The normal function of the protein (HTT) is unknown; however, the mutated form leads to dysfunction of a large range of cellular processes including cytoskeletal organization, protein folding, metabolism and transcriptional activities. Cardiovascular events are a major cause of early death in the HD population and these events occur at higher rates compared to the rest of the population [5–7]. The limited cardiovascular studies in HD patients attribute the increased cardiovascular susceptibility in part to a dysfunctional autonomic nervous system (ANS) that can be detected early in the disease progression [8–13]. Additional studies are needed to better understand the time-course and cause of cardiovascular pathology in HD that could potentially help improve symptoms and prevent early death.

While there is no perfect animal model of HD [14], several models recapitulate aspects of the cardiovascular dysfunction seen in human disease. For example, dysfunction of the ANS has been reported in the several mouse models of HD as measured by heart rate variability and baroreceptor reflex experiments [15–18]. Reduced contractility and cardiac output is also a common feature in mouse models [15–16,19–21]. The cardiac-specific expression of polyQ repeats leads to dysfunction, suggesting that cardiovascular disease is a result of both local dysfunction as well as improper input [22, 23]. Advances in these preclinical models are critical if we are to develop a mechanistic understanding of the cardiovascular pathology in HD but establish models to evaluate therapeutic interventions.

In this study, we sought to define the time course of cardiovascular symptoms in HD using the BACHD mouse model: a bacterial artificial chromosome (BAC) mediated transgenic whereby the mutant form of the full length human *Htt* gene with 97 stable CAG repeats was incorporated into the mouse genome [24]. Using this disease model, we evaluated the age-dependent progression in heart dysfunction using echocardiograms starting at the beginning of motor symptoms at 3 mo of age and progressing to an age (15 mo) when the motor symptoms are pronounced and brain atrophy can be detected. In addition, we assessed the BACHD heart’s response to chronic treatment with beta-adrenergic receptor agonist isoproterenol (ISO). Finally, we examined gene expression profiles in the heart early (3 mo) and late (15 mo) in the disease progression in the BACHD model.

## Materials and Methods

### Experimental Animals and Ethics Statement

BACHD mice on the C57BL6/J background along with littermate wild-type (WT) controls were acquired from the mouse mutant resource at The Jackson Laboratory, (JAX, Bar Harbor, Maine) in a colony maintained by the CHDI Foundation. The mice start showing symptoms at 2–3 mo of age and by 12 mo manifest full symptoms. In our colony, the BACHD mice commonly live to 18 mo of age but their health declines precipitously after 16 mo. Therefore, we stopped the present study when mice reached 15 mo of age. Five separate cohorts of mice of each genotype were used for this study: 1) longitudinal measurement of cardiac function using echocardiograms; 2) chronic treatment with isoproterenol (ISO) to boast cardiac output from 3 to 6 mo of age; 3) transcriptional comparison between the hearts of genotypes at 3 and 15 mo of age; 4) measurement of serum cytokines in 3 mo old animals using a multiplex assay; 5) measurement of apoptotic marker in 12–15 mo hearts by western blot. All procedures followed guidelines of the National Institutes of Health and were approved by the UCLA Animal Research Committee.

To provide some details, the health of the mice was monitored daily. We looked for a set of symptoms including restlessness, impaired mobility, licking or guarding wound, failure to groom, open sores, loss of appetite or weight loss. At any sign of ill health, a member of the veterinary staff was consulted for course of treatment. If the animal did not improve, then it would be humanely sacrificed with an overdose of isoflurane and followed by decapitation. For pain management, the mice were given carprofen at 5 mg/kg every 24 hrs for 48 hr minimum. The first dose was given before surgery, and the remaining post-operatively.

### Long-Term Assessment of the Heart in WT and BACHD Mice

BACHD mice (*n* = 10) and WT (*n* = 10) were group housed and kept in a 12:12 light/dark (LD) cycle with rodent chow provided ad libitum. Mice were examined with echocardiograms at 3, 6, 9, 12 and 15 mo of age. After the last echocardiogram measure, the mice were perfused and morphologic and histological measurements were taken. During the course of the study, 1 BACHD and 2 WT mice died and the data from these mice were excluded from the analysis.

### Echocardiograms

Echocardiograms were measured using a Siemens Acuson Sequoia C256 instrument equipped with a 15L8 15MHz probe (Siemens Medical Solutions, Mountain View, CA) as previously described [16]. Briefly, two-dimensional, M-mode echocardiography and spectral Doppler images enabled measurement of heart dimension and function (Left Ventricle (Lv) Mass), end-diastolic dimension (EDD), end-systolic dimension (ESD), posterior wall thickness (PWT), ventricular septal thickness (VST), Lv Ejection Fraction (Lv EF). The mice were sedated with 1% isoflurane vaporized in oxygen (Summit Anesthesia Solutions, Bend, OR) and HR was monitored using *electrocardiogram* to maintain physiological levels (between 450 and 650).

### Isoproterenol (ISO) Treatment

BACHD and WT mice (2–3 mo) were subjected to echocardiograms before subcutaneous implantation of an osmotic pump (Alzet model 2001, Durect Corp, Cupertino, CA) containing either saline (WT: *n* = 4; BACHD: *n* = 4) or ISO (WT: *n* = 10; BACHD: *n* = 8). To determine an effective dose of isoproterenol, each treated mouse received sequentially increased doses of ISO, beginning with 0.24 mg/day, then 0.48 mg/day, and finally 0.97mg/day. It was this final concentration that proved effective at significantly increasing HR and was used in this study. At the end of the treatments (3 months duration), cardiovascular function was assessed using electrocardiogram recording and echocardiography. After the last echocardiogram measure, the mice were perfused and morphologic and histological measurements were taken.

### Electrocardiogram (ECG) Measurements

ECG traces were obtained under isoflurane anesthesia by inserting two platinum needle electrodes (Grass Technologies, West Warwick, RI) under the skin in the lead II configuration. The ECG signal was amplified (Grass Technologies), acquired and analyzed with HEM V4.2 software (Notocord Systems, Croissy sur Seine, France). The ECG data were recorded for 5 to 10 mins from each mouse monthly for the duration of the study. Heart rate (HR) was calculated using the RR-interval for all animals.

### Morphometry and Histology

Following the longitudinal echocardiogram measurements as well as the ISO treatments (described above), animals were deeply anaesthetized using isoflurane and perfused with phosphate-buffered saline (PBS, pH 7.4) with heparin (2 units/ml, Henry Schein, Melville, NY) followed by 4% (w/v) paraformaldehyde (Sigma-Aldrich) in PBS (pH 7.4). A motorized pump was used to deliver the solutions in order to control and maintain similar pressure between animals. Hearts were dissected, weighed and post-fixed at 4°C. Tibia length (TL) was also measured. Heart weight (HW)/TL and HW/body weight (BW) ratios were calculated to determine any differences in morphometry that would indicate cardiac hypertrophy. Following a series of dehydration steps using ethanol and xylene, hearts were embedded in paraffin. Paraffin-embedded hearts were sectioned and stained with H&E or Masson’s Trichrome. Heart dimensions were measured using two mid-ventricular cross sections from each H&E and/or Masson’s Trichrome-stained heart with the aid of Image J software. The presence or absence of fibrotic staining was visually scored by two researchers masked to the experimental conditions. In order to quantitate the degree of fibrosis, images were acquired from each heart. Areas of fibrosis were captured, and in sections lacking positive fibrotic staining, an area of the left ventricle (Lv) wall was imaged. Pictures were processed using Corel Draw, to remove pixels of background and pink cardiomyocyte tissue, leaving areas of positive blue stain in the image. Integrated density of these processed images was measured using Image J, where pixel areas less than 3 were excluded from the measurements in order to minimize noise. The resulting density numbers were divided by the area of the heart tissue in the image.

Trichrome stained sections were used to estimate the cardiomyocite cross-sectional area in aged (15 mo) WT and BACHD mice (n = 4 per group). Measurements were performed by three observers masked to the genotype of the mice. Images from multiple fields (3–5) at the level of the papillary muscles were acquired on a Zeiss Axioskop with an Axiocam using the AxioVision software (Zeiss, Pleas- anton, CA, USA), and measurements (in μm) obtained using the AxioVision software. Only cells with a well-defined round shape were considered. The cross-sectional areas of 7–12 cells/animal were averaged and analyzed for statistical difference.

### RNA Extraction

A separate cohort of young (3 mo) and older (15 mo) WT and BACHD mice (*n* = 4 per group) were used for gene expression analysis. Total RNA from the ventricles were extracted using Trizol RNA isolation protocol (LifeTechnologies, Carlsbad, CA), then DNAse treated (TURBO DNA-*free* kit, Life Technologies) and column purified (Pureline RNA Mini-kit, Life Technologies). RNA was used for microarray and Quantitative Real-Time PCR experiments described below.

### Microarray Hybridization

Microarray processing was performed by the Southern California Genotyping Consortium at UCLA. Briefly, whole genome gene expression profiling protocols began with 100 ng of total RNA isolated as described above. Samples were quantitated using Ribogreen fluorescent assay and normalized to10 ng/ul prior to amplification. Amplified and labeled cRNA was produced using the Illumina-specific Ambion TotalPrep kit. 1st and 2nd strand cDNA was produced using the Ambion kit (Life Technology) and purified using a robotic assisted magnetic capture step. Biotinylated cRNA was produced from the cDNA template in a reverse transcription reaction. After a second Ribogreen quant and normalization step, amplified and labeled cRNA was hybridized overnight at 58°C to Illumina MouseRef-8 v2.0 expression arrays. Hybridization was followed by washing, blocking, staining and drying on a Little Dipper processor. Array chips were scanned using an iScan reader, and expression data were extracted and compiled using BeadStudio software (Illumina, San Diego, CA).

### Quantitative Real-Time PCR

One μg of total RNA was reverse transcribed using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative real-time RT-PCR was performed using SYBR Green Mix (Applied Biosystems, Foster City, CA). Using Primer3 [25] following primers were designed to flank intron-exon broundaries: *Hspa1a* (sense: 5’-GGT CTC AAG GGC AAG CTC AG-3’ and anti-sense: 5’-CTT GTG CAC GAA CTC CTC CT-3’) *Nppb* (sense: 5’-TCC TCT GGG AAG TCC TAG CC-3’ and anti-sense: 5’-AGC TGT CTC TGG GCC ATT TC-3’) *Kcnip2* (sense: 5’-AAT CCC GAG ATT TGG ACG GC-3’ and antisense: 5’-GCT TGA GGA AAC GCT GCT TC-3’) *Acot1* (sense: 5’-AGA AGC CGT GAA CTA CCT GC-3’ and antisense: 5’-GGA AGG AGG CCA TAG CAA GG-3’) *Tbp* (sense: 5’ CAC GGA CAA CTG CGT TGA TT-3’ and antisense: 5’-AGC CCA ACT TCT GCA CAA CT-3’) *B2M* (sense: 5’-GGT GAC CCT GGT CTT TCT GG-3’ and antisense: 5’-TGT TCG GCT TCC CAT TCT CC-3’). Specificity and efficiency of the reactions were verified using melting curves and dilution series, respectively. Expression levels of *Hspa1a*, *Nppb*, *Kcnip2*, and *Acot1* were calculated using the 2^-ΔΔCt^ method where *Tbp* and *B2m* were used as normalizing genes. *Tbp* and *B2m* did not vary between genotypes and we report gene expression normalized to *Tbp*.

### Multiplex Assay

Blood sample was collected from a separate cohort of young (3-4mo) WT (*n* = 8) and BACHD (*n* = 8) mice using the facial vein technique. Blood was allowed to clot for at least 30 mins at room temperature, and serum was collected following centrifugation at 3000rpm for 15 mins and frozen at -80^C^ until analyzed. A volume of 25μL serum was used to assess cytokine levels of IFNγ, IL-10, IL-12, IL-1A, IL-1B, IL-2, MIP1A, RANTES, IL-6, MCP-1, and TNF-α using the Millipore cytokine milliplex kit (EMD Millipore Corporation, Billerica, MA, USA) and the Biorad Bio-plex 200 systems machine (Hercules, CA, USA).

### Western Blot

Hearts from aged WT (n = 4) and BACHD (n = 4) mice were rapidly dissected and homogenized in lysis buffer containing 50 mM Tris/HCl, 0.25% (w/v) DOC (sodium deoxycholate), 150 mM NaCl, 1 mM EDTA, 1nM EGTA, 1% (w/v) Nonidet P40, 1 mM Na3VO4 (sodium orthovanadate), 1 mM AEBSF [4-(2-aminoethyl)benzenesulfonyl fluoride], 10 μg/ml aprotinin, 10 μg/ml leupeptin, 10 μg/ml pepstatin and 4 μM sodium fluoride. Total protein concentration in cleared extracts was estimated using the Thermo Scientific™ Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA USA). Fifty μg of total proteins were loaded on to a 4–20% Tris-glycine gel (Invitrogen, Carlsbad, CA). Western blots were performed as previously described [26]. Equal protein loading was verified by Ponceau S solution (Sigma, Saint Louis, MO) reversible staining of the blots. Each extract was analyzed for the relative protein levels of Heat-Shock protein (Hsp)-70, by using a mouse monoclonal antibody (Sigma, Saint Loius, Mo), and Cleaved Caspase-3, by using rabbit polyclonal antibodies (EMD Millipore Corporation, Billerica, MA & Cell Signaling, Danvers, MA). Each extract was also analyzed for relative protein levels of GAPDH (Genetex, Irivine, CA) by stripping and re-probing. Protein bands were detected by chemiluminescence using the Thermo Scientific™ Pierce™ ECL 2 Western Blotting Substrate or the Amersham ECL kit (GE Healthcare; Piscataway, NJ) with HRP (horseradish peroxidase)-conjugated secondary antibodies (Cell Signaling, Danvers, MA). Relative intensities of the protein bands were quantified by scanning densitometry using the NIH Image Software (Image J, http://rsb.info.nih.gov/ij/). For the comparison of relative protein levels in the heart from WT and BACHD animals, each background-corrected value was normalized according to the relative GAPDH levels of the sample, and then referred to the average of the WT values calculated from the same immunoblot image.

### Statistical Analysis

A two-way repeated measures ANOVA was used to analyze the long-term changes in echocardiographic measurements between WT and BACHD animals using genotype and age as factors. Other comparisons between the two genotypes were made using a Student’s *t*-test. If the data set failed to pass a test for equal variance, a Rank-Sum Test was used. These statistical analyses were performed using the SigmaStat (San Jose, CA) or Prism 5 (GraphPad Software, San Diego, CA) statistical software. Data are shown as the mean ± SEM.

Raw microarray data were analyzed by using Bioconductor packages as previously described [27]. Briefly, quality assessment was performed by examining the inter-array Pearson correlation and clustering based on the top variant genes. Contrast analysis of differential expression was performed by using the LIMMA (Linear Models for Microarray and RNA-Seq Data) package [28]. After linear model fitting, a Bayesian estimate of differential expression was calculated, and the *P*-value threshold was set at 0.005. The fold change of gene expressions is calculated by comparing the signal intensity of young hearts and old hearts. Differentially expressed genes were then classified according to gene ontology and pathways using Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA). After applying threshold at P = 0.005, the top 10 genes up-regulated and down-regulated in BACHD compared to WT at the same age are selected according to their P-value. In other words, they are the most significantly changed genes in the comparison.

## Results

### Structural and Functional Differences between WT and BACHD hearts Start at 3 mo of Age

We assessed cardiac structure and function in a group of BACHD and WT mice throughout most of their adult life in order to follow changes in cardiovascular parameters and establish a time course for pathology. We use echocardiography to follow the same BACHD and WT littermate control mice longitudinally from 3 to 15 mo (Fig 1; Table 1). The hearts of WT mice slowly increased in dimension as they aged, with significance in EDD and PWT starting at 12 mo while Lv Mass and ESD were significantly larger at 15mo (Fig 1A and 1B; Table 1). Cardiac function as measured by Lv EF showed an increase between 3 and 6 mo as is typical with development of WT mice and then declined with age (Fig 1C). The hearts of BACHD mice also increased in size as they aged, with a significant increase in Lv Mass and PWT measures starting at 9 mo of age (Fig 1A; Table 1). Cardiac function of BACHD mice did not significantly change with age (Fig 1C; Table 1). The hearts of BACHD mice were larger (ESD and EDD) and thicker (PWT) than WT mice starting at 3 mo of age (Fig 1B; Table 1). Lv Mass was significantly higher in BACHD compared to WT with significant differences starting at 9 mo (Fig 1A). Functional measurements (Lv EF) were depressed in BACHD mice compared to WTs starting at 3 mo of age, and remained lower at all ages (Fig 1C). Throughout adult life, the hearts of BACHD mice were larger and functionally depressed compared to WTs.

**Fig 1:**
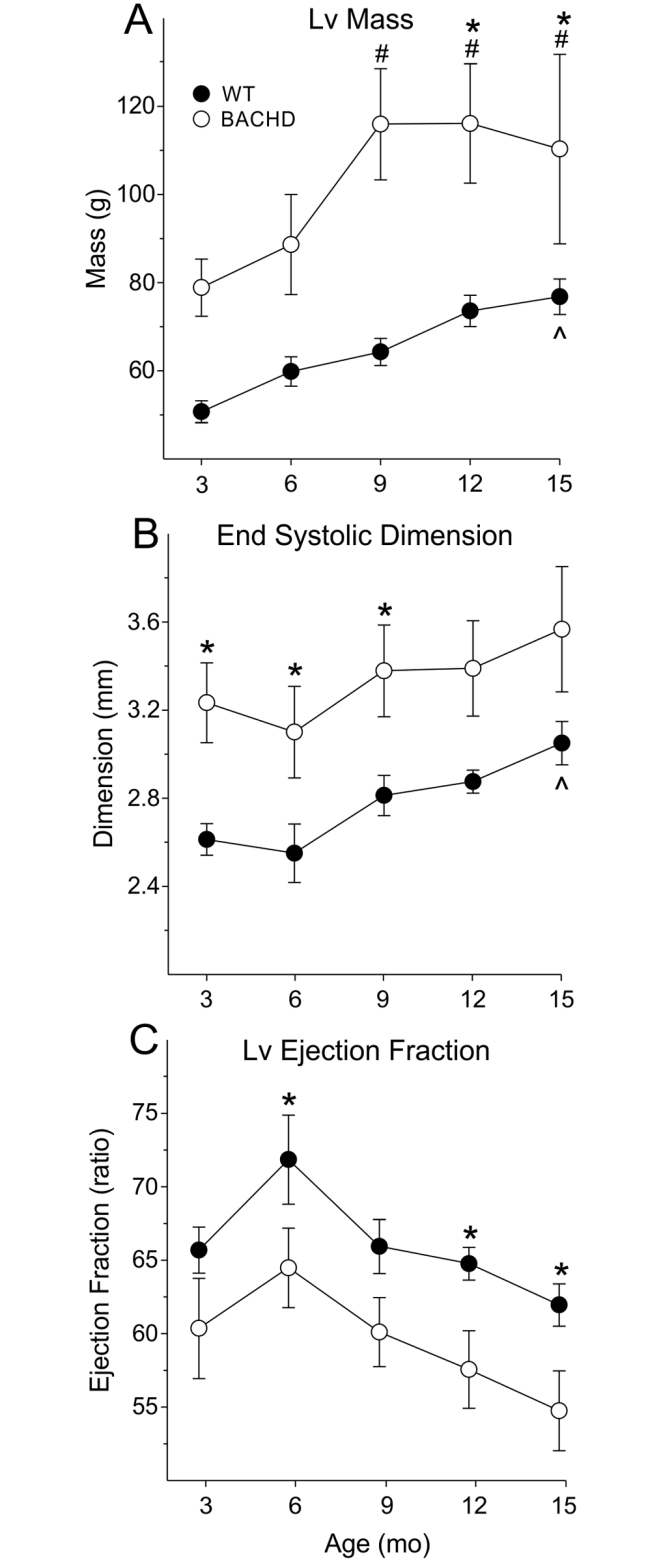
Echocardiogram indicates structural and functional differences early in the disease progression. Structural (A) and functional (B, C) parameters of the heart from WT (n = 8) and BACHD (n = 9) mice were measured from 3 to 15 mo of age. ^ *P*<0.05 within WT vs. 3 mo. ^#^ *P*<0.05 within BACHD vs. 3 mo. * *P*<0.05 for genotypic differences.

**Table 1:** Echocardiographic parameters in BACHD and WT animals beginning at 3 mo of age.

	WT (*n* = 8)					BACHD (*n* = 9)					2-way ANOVA		
Age (mo)	3	6	9	12	15	3	6	9	12	15	*Genotype*	*Age*	*Interaction*
**Lv Mass (g)**	51±2	60±3	64±3	74±4	77±4*	79±6	89±11	116±13†‡	116±13†‡	110±21†‡	*F*_*1*_ = 7.5, *P* = 0.02	*F*_*4*_ = 11.5,*P<* 0.001	*F*_*4*_ = 1.64,*P* = 0.18
**ESD (mm)**	2.6±0.1	2.5±0.1	2.8±0.1	2.9±0.1	3.0±0.1*	3.2±0.2‡	3.1±0.2‡	3.4±0.2‡	3.4±0.2	3.6±0.3	*F*_*1*_ = 6.2, *P* = 0.03	*F*_*4*_ = 7.8, *P<* 0.001	*F*_*4*_ = 0.11, *P* = 0.98
**EDD (mm)**	3.8±0.1	3.9±0.1	4.1±0.1	4.2±01*	4.4±0.1*	4.5±0.1‡	4.4±0.2	4.6±0.2‡	4.6±0.2	4.7±0.3	*F*_*1*_ = 4.7,*P* = 0.046	*F*_*4*_ = 6.2,*P<* 0.001	*F*_*4*_ = 1.21,*P* = 0.32
**PWT (mm)**	0.44±0.02	0.48±0.01	0.48±0.01	0.52±0.01*	0.50±0.02	0.50±0.01‡	0.55±0.02‡	0.64±0.02†‡	0.66±0.02†‡	0.58±0.03†‡	*F*_*1*_ = 36.5, *P<* 0.001	*F*_*4*_ = 15.0, *P<* 0.001	*F*_*4*_ = 3.08,*P* = 0.02
**LvEF (ratio)**	66±2	72±3	66±2	65±1	62±1	60±3	64±3‡	60±2	57±2‡	54±3‡	*F*_*1*_ = 6.1,*P* = 0.030	*F*_*4*_ = 8.2,*P<* 0.001	*F*_*4*_ = 0.14,*P* = 0.97

* *P*<0.05 within WT, significant difference vs 3 mo;

^†^ *P*<0.05 within HD, significant difference vs 3 mo;

^‡^ *P*<0.05 significant difference between genotypes in the same age group.

### Aged BACHD Mice Develop Cardiac Fibrosis

To further assess the cardiac structure of WT and BACHD hearts, we sacrificed the mice at about 15 mo of age and processed their hearts Masson’s Trichrome to visualize fibrotic tissue or H&E staining. We did not detect any fibrotic staining in the WT hearts, while positive staining was present in 6 of the 9 BACHD mice (Fig 2A). Optical density measurements of fibrotic staining were significantly higher in BACHD mice compared to WTs (Fig 2B; Table 2). BACHD hearts displayed enlarged Lv (Fig 2C). Although these values did not reach significance, an increase in Lv diameter (19%) and septal thickness (20%) were observed in BACHD compared to WT, whilst no difference in right ventricle dimensions were found between genotypes (data not shown). Furthermore, no changes were found in the cross-sectional area of the BACHD cardiomyocytes (103 ± 15 μm^2^; n = 4) as compared to WT (121 ± 13 μm^2^, n = 4).

**Fig 2:**
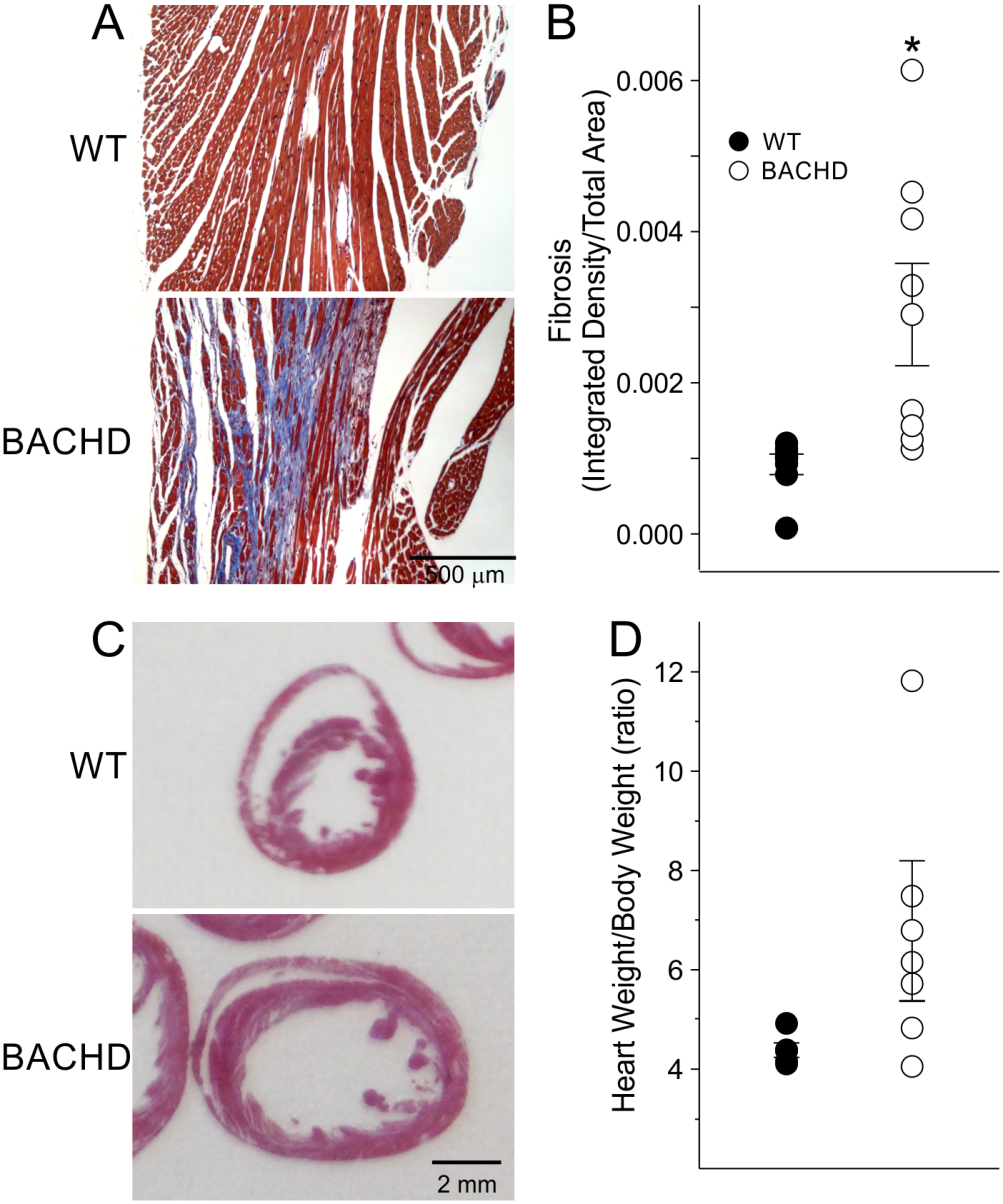
Histological analysis finds evidence of fibrosis and hypertrophy in the BACHD hearts. Examples of Masson’s Trichrome stained heart sections from 15 mo old WT and BACHD mice (A). Quantification of fibrosis by measuring the integrated density of fibrotic tissue and divided by tissue area detected significantly increased areas of fibrosis in BACHD mice (B). Examples of hematoxylin and eosin (H&E) stained heart sections from 15 mo old WT and BACHD mice (C). Morphometry measurements comparing heart weight relative to body weight between 15 mo old WT and BACHD mice (D). * *P*<0.05 for genotypic differences.

**Table 2:** Histological measurements of hearts of 15 mo WT and BACHD mice.

Histological Measurements	WT (*n* = 8)	BACHD (*n* = 9)	*t*-test
**Heart Weight/Body Weight**	4.4 ± 0.1	6.6 ± 2.8	*T* = 1.72, *P* = 0.119
**Heart Weight/Tibia Length**	10.0 ± 0.1	12.8 ± 2.1	*T* = 21.0, *P* = 0.126
**Heart Weight (mg)**	180 ± 2	220 ± 33	*T* = 21.5, *P* = 0.126
**Body Weight (g)**	41 ± 2	35 ± 4	*T* = 1.43, *P* = 0.187
**Tibia Length (mm)**	18.0 ± 0.1	18.0 ± 0.1	*T* = 0.31, *P* = 0.761
**Fibrosis (integrated density/total area)**	9.2 ± 1.4	29.0 ± 6.8*	*T* = 45.0, *P* = 0.015

* *P*<0.05 significant difference between genotypes.

In agreement with life-long abnormalities in the BACHD hearts, the morphometric measurements (HW, HW/TL and HW/BW ratios) were all larger in the BACHD mice, although these differences were not significant due to the high variability in the mutant mice (Fig 2D; Table 2). In summary, at 15 mo of age, morphometric analysis showed a trend toward hypertrophy and a significant increase in fibrotic lesions in the hearts of BACHD mice.

### Hearts of BACHD Mice Displayed Structural and Functional Adaptation to Chronic β-Adrenergic Treatment

In previous work, we have shown that the BACHD mice show an abnormally weak baroreceptors response to decreases in blood pressure, consistent with a weak sympathetic regulation of heart rate [16]. Therefore, we chronically treated 3mo BACHD and WT mice with ISO to see if there were genotypic differences in the response to this stimulant. By activating beta-adrenergic receptors in the heart, ISO increases heart rate and mimics the action of the sympathetic nervous system. Before drug treatment, there was no difference in baseline HR (WT: 457 ± 21 bpm; BACHD: 498 ± 16 bpm). ISO increased HR of both WT (612 ± 11 bpm) and BACHD (621 ± 16 bpm) animals indicating that it was having the desired effect of stimulating β-adrenergic pathways (Fig 3A and 3B). Saline treatment did not alter the HR in either genotype (Fig 3C). The magnitude changes in HR post-treatment were not significantly different between WT and BACHD mice suggesting similar drug responsiveness between genotypes (Fig 3C). The ST-segments of the waveforms were elevated in ISO-treated WT and BACHD mice suggesting that the hearts were under ischemic conditions as a result of the cardiovascular challenge. The Lv EF was significantly reduced in the BACHD animals compared to WT controls (Table 3). In summary, ECG measurements suggest that both WT and BACHD mice responded to ISO treatment as measured by increases in HR and ST-segment voltages. The Lv EF was reduced in the mutants, but otherwise, the echocardiograms did not find significant differences in the response to the ISO treatment between the genotypes. These results suggest that BACHD mice are adapting to the cardiovascular challenge and that the beta-adrenergic receptors are functioning properly.

**Fig 3:**
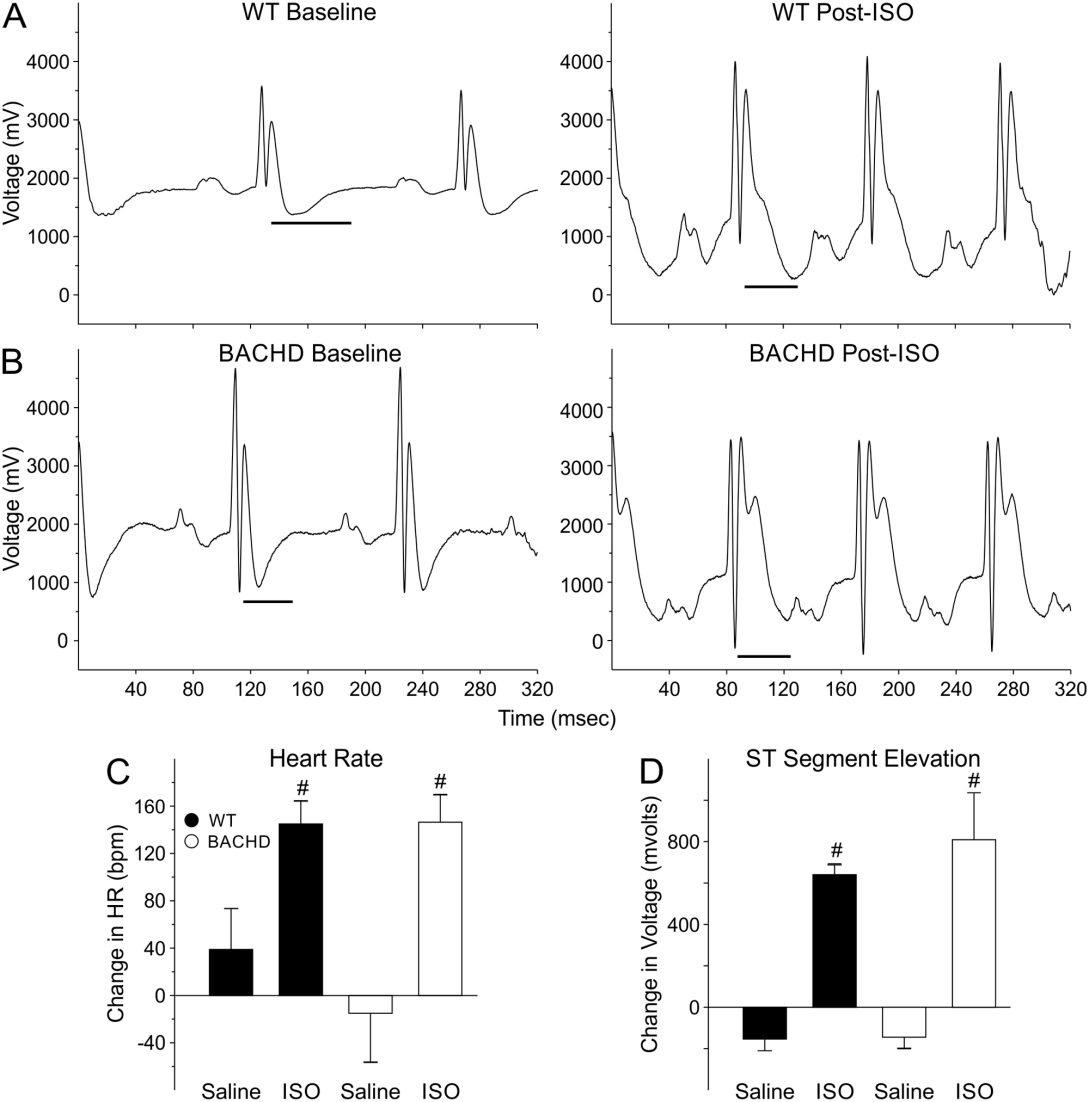
The cardiovascular system of the BACHD mice responded adaptively to chronic treatment with an adrenoreceptor challenge (ISO, 0.96mg/kg per day for 30 days). Examples of ECG waveforms from WT (n = 10) (A) and BACHD (n = 8) mice (B). The ST segment range is shown by the black line. ISO increased HR (C) and elevated the ST segment voltage (D) in both genotypes indicating that the drug was effective in stimulating the heart also in BACHD mice. No significant difference in the response to ISO between genotypes was detected. ^#^ *P*<0.05 vs. saline.

**Table 3:** Echocardiographic parameters from BACHD and WT animals (6 mo) following chronic administration of isoproterenol (0.97 mg/day for 30 days).

Echo Measurements	WT (*n* = 10)	BACHD (*n* = 8)	*t*-test
**Lv Mass (mg)**	73 ± 3	94 ± 11	*T* = -1.8, *P* = 0.08
**ESD (mm)**	2.9 ± 0.1	3.4 ± 0.3	*T* = -1.9, *P* = 0.06
**EDD (mm)**	4.2 ± 0.1	4.4 ± 0.3	*T* = -0.7, *P* = 0.45
**PWT (mm)**	0.51 ± 0.01	0.55 ± 0.02	*T* = -1.5, *P* = 0.14
**Lv EF**	67 ± 3	56 ± 3*	*T* = 2.59, *P* = 0.01

* *P*<0.05 significant difference between genotypes.

### Chronic β-Adrenergic Treatment Exacerbated Fibrotic Lesions in the Hearts of BACHD Mice

Following the 3 months of chronic ISO treatment, we sacrificed the mice (6mo) and processed their hearts for Masson’s Trichrome to visualize fibrotic tissue or H&E staining. Masson’s trichrome staining of WT and BACHD hearts treated with saline did not reveal any positive fibrotic staining (Fig 4A). In WT mice, the ISO treatment caused positive focal lesions in 1 heart; however, 6 of 8 BACHD mice had positive fibrotic staining. Optical density measures of fibrotic staining revealed a significant increase in the fibrotic regions in ISO-treated BACHD mice compared to saline-treated BACHD mice (Fig 4B; Table 4), as well as compared to ISO-treated WT.

**Fig 4:**
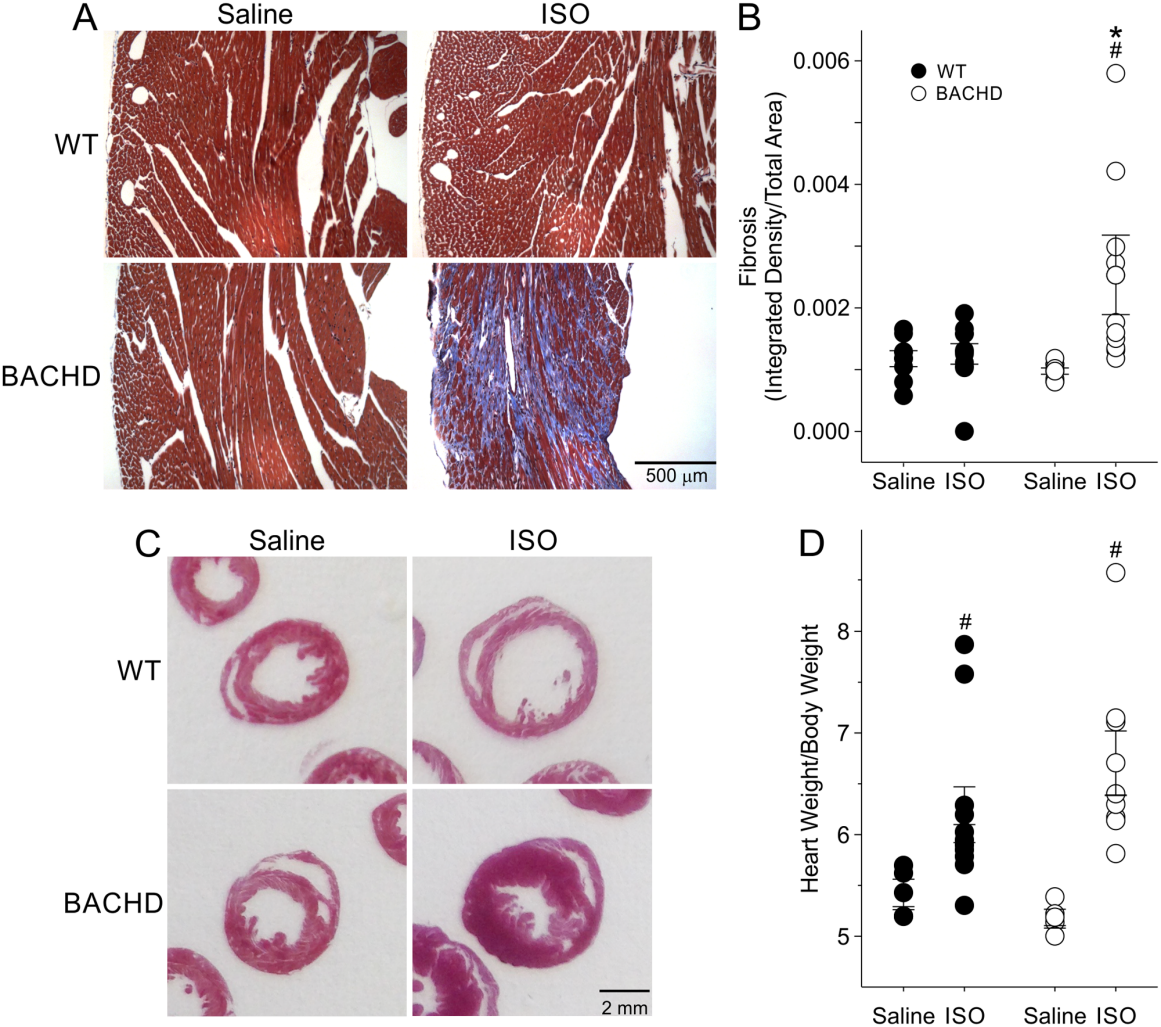
Histological analysis finds evidence of increased fibrosis in the BACHD hearts in response to the adrenoreceptor challenge. Examples of Masson’s Trichrome (A) stained heart sections from WT and BACHD mice treated with saline or ISO. Quantification of fibrosis by measurement of the optical density of blue staining confirmed increased fibrosis in the ISO-treated BACHD animals (B). Comparison of heart dimensions from H & E sections (C) and morphological measurements of WT and BACHD (D) mice indicated that the heart weight/body weight ratio was higher in both groups following ISO treatment. However, there were no significant differences between the genotypes. * P < 0.05 between genotypes; # *P*<0.05 vs. saline within a genotype.

**Table 4:** Histological measurements of WT and BACHD hearts following isoproterenol challenge.

Histological Measurements	WT (*n* = 10)	BACHD (*n* = 8)	*t*-test
**HW/BW**	6.2 ± 0.3	6.7 ± 0.3	*T* = -1.22, *P* = 0.24
**HW/TL**	10.4 ± 0.3	11.9 ± 0.9	*T* = -1.79, *P* = 0.09
**HW (mg)**	182.0 ± 5.3	210.7 ± 16.6	*T* = -1.80, *P* = 0.09
**BW (g)**	29.7 ± 1.0	31.2 ± 1.3	*T* = -0.96, *P* = 0.35
**TL (mm)**	17.5 ± 0.1	17.7 ± 0.1	*T* = -1.12, *P* = 0.28
**Fibrosis (integrated density/area)**	12.5 ± 1.7	22.8 ± 5.2*	*T* = 1.72, *P* = 0.03

* *P*<0.05 significant difference between genotypes under the same condition.

Morphometric measurements detected heavier body weights (BW) in BACHD mice treated with saline compared to WTs (WT: 29.4 ± 1.4 g; BACHD: 34.4 ± 1.4 g; P<0.05). ISO treatment eliminated the difference in BW between genotypes (Table 4). HW was also higher in BACHD mice as compared to WT, and ISO treatment elicited an increase in the weight of the heart of both WT and BACHD mice, although larger in the BACHD. HW/BW (Fig 4D) and HW/TL ratios were not different between saline treated WT and BACHD animals (Table 4). Following ISO treatment, HW/BW was higher in ISO treated BACHD mice compared to saline treated BACHD animals (Fig 4D), but was not different when compared to ISO treated WTs. (Fig 4D, Table 4).

In line with the results in Table 1, we found that young WT and BACHD animals exhibited differences in heart dimensions at 6 mo, providing further evidence for the early structural and functional anomalies reported above. In BACHD mice, both the Lv diameter and area were significantly smaller than in WT, while exhibiting thicker Lv and septal walls (Table 5). ISO treatment increased the Lv diameters and areas in both genotypes compared to saline-treated animals, with a greater effect in the mutant hearts (Table 5). The septal and Lv wall thickness remained significantly thicker in BACHD animals (Fig 4C). No differences were seen in the right ventricle (data not shown). Notably, ISO treatment elicited significant changes in the cross sectional area of BACHD cardiomyocites (139.9 ±16.1 μm^2^, n = 5, P<0.05) as compared to WT (93.0.1 ± 14.4 μm^2^, n = 4).

**Table 5:** Histological measurements in WT and BACHD mice (6 mo) following 12 wks of isoproterenol challenge.

Histological Measurements	WT		BACHD		Two-way Repeated Measures ANOVA		
Drug	Saline (*n* = 4)	ISO (*n* = 5)	Saline (*n* = 4)	ISO (*n* = 5)	*Genotype*	*Drug*	*Interaction*
**Lv Diameter (mm)**	3.4 ± 0.2	4.1 ± 0.1*	**2.2 ± 0.2**‡	3.5 ± 0.3†	*F*_*1*_ = 13.1, *P<*0.001	*F*_*1*_ = 16.7, *P<*0.001	*F*_*1*_ = 1.26, *P* = 0.269
**Lv Area (mm**^**2**^**)**	7.12 ± 0.94	10.84 ± 0.59*	**3.21 ± 0.48**‡	8.40 ± 1.65†	*F*_*1*_ = 8.49, *P* = 0.006	*F*_*1*_ = 16.7, *P<*0.001	*F*_*1*_ = 0.46, *P* = 0.503
**Lv Thickness (mm)**	0.79 ± 0.09	0.67 ± 0.04	**1.33 ± 0.11**‡	**1.13 ± 0.17**‡	*F*_*1*_ = 18.1, *P<*0.001	*F*_*1*_ = 1.96, *P* = 0.171	*F*_*1*_ = 0.12, *P* = 0.733
**Septal Thickness (mm)**	0.70 ± 0.08	0.68 ± 0.02	**1.26 ± 0.08**‡	**1.06 ± 0.15**‡	*F*_*1*_ = 21.6, *P<*0.001	*F*_*1*_ = 1.16, *P* = 0.289	*F*_*1*_ = 0.76, *P* = 0.380
**Rv area (mm**^**2**^**)**	3.8 ± 0.5	3.1 ± 0.3	5.0 ± 0.6	3.7 ± 0.6	*F*_*1*_ = 3.47, *P* = 0.083	*F*_*1*_ = 3.58, *P* = 0.079	*F*_*1*_ = 0.28, *P* = 0.603
**Rv thickness (mm)**	0.39 ± 0.02	0.42 ± 0.04	0.47 ± 0.05	0.41 ± 0.03	*F*_*1*_ = 1.19, *P* = 0.284	*F*_*1*_ = 0.20, *P* = 0.657	*F*_*1*_ = 1.35, *P* = 0.255

* *P*<0.05 within WT, significant difference vs saline,

^†^ *P*<0.05 within HD, significant difference vs saline,

^‡^ *P*<0.05 significant difference between genotypes under the same condition.

Rv = Right ventricle.

In summary, histological examination suggests that both WT and BACHD hearts responded adaptively to ISO treatment. BACHD hearts exhibit susceptibility to developing fibrotic lesions when subject to cardiovascular challenge. Again, the data indicates that the BACHD mice develop structural abnormalities early in the disease progression and life-long hypertrophy.

### Microarray Analysis Indicates Gene Expression Changes in Apoptotic, Proliferation, Metabolism, and Immune Function in the Hearts of Young BACHD Mice

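The microarray experiment measured ventricle RNA of 16 mice, 1 array for each mouse, in 4 groups of 4: WT at 3 mo, BACHD at 3 mo, WT at 15 mo and BACHD at 15 mo. BACHD mice carry the full-length human mutant huntingtin gene on a bacterial artificial chromosome. The sample labels call the mice young and old and the tissue heart, while the ages in months and the ventricles are given in the methods. Each Illumina bead array gave a signal intensity and a detection p-value for 25697 probes. The median signal of an array was 145 to 152 in the young WT group, 134 to 149 in the young BACHD group, 133 to 157 in the aged WT group and 144 to 153 in the aged BACHD group. At a detection p-value below 0.01, an array detected 9780 to 10755, 9809 to 10230, 9978 to 10563 and 10218 to 10708 probes in the same 4 groups, and the number of arrays limits the precision of every comparison. Of all probes, 10960 were detected on at least 4 arrays and 13371 on none.
The authors deposited the bead signals without background correction or normalization. From these signals, the background was corrected with normexp, with negative controls inferred from the detection p-values and an offset of 16, and the arrays were quantile normalized and put on the log2 scale. Limma was fitted to all 16 arrays at once, and every probe was tested for genotype at each age, for age in each genotype and for the difference of the genotype effect between the ages. A call means P below 0.005 without adjustment, the threshold of the paper's methods, and p-values adjusted by Benjamini-Hochberg are printed beside the values. A log2 difference is BACHD minus WT, or aged minus young. The fit, the thresholds, the gene lists, the rule for named genes and the alternative settings, except those said to be chosen later, were chosen before the data were examined. The probe of the endogenous mouse Htt gene had log2 differences of 0.11 in young and -0.15 in aged hearts, and whether it reads the human transgene is not given in the sources used here. Tbp, the reference gene of the PCR experiment, had log2 differences of -0.083 and 0.10. None of these 4 differences passed the threshold.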

In order to begin to identify pathways that may be responsible for the decreased cardiovascular function in the BACHD animals, we assessed gene expression in the ventricles of young (3 mo) and older (15 mo) BACHD and WT mice using microarrays. Early in the disease progression, a total of 105 genes (50 upregulated and 55 downregulated) were moderately but significantly changed. 

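In young hearts, 124 probes of 119 named genes were called between the genotypes, 65 higher and 59 lower in BACHD hearts. The differences were small, with a median absolute log2 difference of 0.41 among the called probes. The smallest adjusted p, 0.0789, belonged to Mpv17l, which was higher in BACHD hearts by a log2 difference of 0.51 (standard error 0.071), and all 4 BACHD arrays lay above all 4 WT arrays (exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Another probe of Mpv17l, detected on 8 of the 16 arrays, had 0.17 and was not called. Tmcc3, which encodes a membrane protein of the endoplasmic reticulum, was higher by 0.66 (adjusted p = 0.507). Il1f10, a member of the interleukin 1 family, was lower (log2 difference -0.65, adjusted p = 0.507) on a probe that no array detected. No probe passed an adjusted p of 0.05 in limma, the only tool run over all probes, and 1253 probes had an unadjusted p under 0.05. Chance alone gives 128 probes past the threshold of 0.005 among the 25697 tested. Of the 124 called probes, 62 were detected on at least 4 arrays and 48 on none, and a test of only the probes detected on at least 4 arrays called 52. With the probes of a gene averaged before the fit, 80 genes were called.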

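The 20 genes that the paper ranks highest in young hearts and the 20 in aged hearts (Table 6) all kept the paper's direction and all passed the threshold, 10 higher and 10 lower in BACHD hearts at each age. Among those of young hearts, Ccn5, a matricellular protein of the CCN family, was 7.62 ± 0.099 in BACHD and 7.02 ± 0.32 in WT hearts (normalized log2 expression, SD, n = 4). This is a log2 difference of 0.60 (standard error 0.14, adjusted p = 0.834). Zfp638, a zinc finger protein that binds RNA, was higher by 0.48 (adjusted p = 0.849), and the translation initiation factor Eif1a was lower (log2 difference -0.27, adjusted p = 0.849). In aged hearts, Ces1d, a carboxylesterase that acts on lipid esters, was 12.68 ± 0.060 in BACHD and 13.07 ± 0.10 in WT (SD, n = 4), a log2 difference of -0.39 (standard error 0.066, adjusted p = 0.138). Gpt2, a mitochondrial alanine transaminase, was also lower (-0.51, adjusted p = 0.247), while Arhgap9, a GTPase-activating protein, and Eif3k, a subunit of a translation initiation factor, were higher (0.90, adjusted p = 0.261, and 0.39, adjusted p = 0.223). In 19 of the 20 genes at each age, the 4 BACHD arrays did not overlap the 4 WT arrays, which 2.86% of the splits of 8 arrays into 4 and 4 give by chance. These genes were chosen by the study on the same arrays, so their directions are not independent evidence. Of the 20 calls, 11 in young and 18 in aged hearts held with each array of the comparison left out in turn. With median scaling in place of quantile normalization, the calls of Zfp638 and Eif1a ended.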

The top 10 genes whose expression varied between the two genotypes at each age are shown in Table 5. Biologically significant pathways with altered gene expression in the ventricles of the BACHD mice included metabolic (monosaccharide and fatty acid), cytoskeletal organization, immune dysfunction and apoptosis (Fig 5A and 5B). 

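Of 32 gene lists, 20 of pathways and 12 of cell types, 3 were called in young hearts by limma's camera test at an adjusted p of 0.05, all higher in BACHD: heat shock proteins and chaperones, immediate early genes, and interferon response genes. Of the 23 measured immediate early genes, which growth factors and stress induce within minutes, 17 had a positive log2 difference with a median of 0.16 and none was called (adjusted p = 0.00458). Examples are Atf3 (0.89), Klf4 (0.58) and Ccn1 (0.37). That list gave adjusted p = 0.554 with an estimated correlation, and without BACHD young 4 it gave adjusted p = 0.0535 at the preset correlation of 0.01. No list of the 32 was called in young hearts with an estimated correlation, and none by fry's directional test. Of 18 genes of glycolysis and glucose uptake, none was called (median log2 difference 0.015, adjusted p = 0.876, 0 when adjusted over the list alone), and the glucose transporter Slc2a1 had a log2 difference of -0.13. Of 26 cytoskeletal genes, 1 was lower, Baiap2, which links small GTPases to actin, and the other 25 were not called (1 when adjusted over the list alone). The median of that list was 0.00012 and its mean was -0.045, which differ in sign (adjusted p = 0.570).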

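Of 40 genes listed as promoting apoptosis, 33 had a named probe, and in young hearts 1 of them was called, the death receptor Tnfrsf25, which was higher in BACHD. The other 32 did not pass the threshold, 14 of the 33 had a positive log2 difference, and the median was -0.012. Of 23 genes listed as inhibiting apoptosis, 20 were measured and none was called, with 12 positive differences and a median of 0.028. When adjusted over the list alone, 0 genes of either list were called. Bcl2, which holds the mitochondrial outer membrane closed to cytochrome c, had a log2 difference of 0.16, and its relative Mcl1 had one of 0.11. Among the promoting genes, the Fas ligand gene Fasl had -0.19 on a probe detected on no array. Ddit3, a transcription factor in the list of the endoplasmic reticulum stress response and in neither apoptosis list, had 0.32. Limma's camera test gave adjusted p = 0.817 for the promoting and 0.731 for the inhibiting list. The lists hold direct regulators of apoptosis and were written before the data were examined. The paper's values had been seen by then, and the lists hold genes it names from these arrays, Tnfrsf25, Bnip3l and Bcl2l12. The lists are therefore not fully independent of the arrays.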

A closer look at the expression pattern of such genes suggested that a majority of the changes in expression appears to promote apoptosis in the hearts of young BACHD mice. In fact, genes known to inhibit apoptosis were down-regulated (*Dpp7*, *Yap1*, *Mns221*) while genes that promote apoptosis were up-regulated (*Naa35*, Irf5, *Sgk3*, *Rbm3*, *Bcl212*, *Ncoa3*, *Lcmt1*, *Fanc1*, *Rbpj*, *Cd22*, *Apex1*, *Rpgrip1*). 

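On these arrays, Dpp7, a dipeptidyl peptidase of vesicles, was 7.44 ± 0.13 in young BACHD and 7.08 ± 0.098 in young WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of 0.36 (standard error 0.078, adjusted p = 0.766). Yap1, the transcriptional coactivator of the Hippo pathway, was also higher (0.39, adjusted p = 0.969), as was Irf5. Of the other 11 genes named as promoting apoptosis, 7 were lower in BACHD hearts and 4 were not called. Ncoa3, a nuclear receptor coactivator, was 4.67 ± 0.18 in BACHD and 5.21 ± 0.17 in WT (SD, n = 4), a log2 difference of -0.55 (standard error 0.11, adjusted p = 0.766). Sgk3, a serine/threonine kinase activated by lipid signals, was lower (-0.59), and so were Fancl, a ubiquitin ligase of DNA repair (-0.44), Rbpj, the DNA-binding partner of Notch (-0.41), the B cell receptor Cd22 (-0.32), Rpgrip1 (-0.20) and Bcl2l12. The probes of Ncoa3, Sgk3, Rbpj, Cd22 and Rpgrip1 were detected on no array, so the sizes of their differences rest on the background correction. For Ncoa3 and Sgk3 the paper lists log2 differences of -0.179 and -0.178, met within the spread with no background correction. Of the other 6 probes of Sgk3, 4 were detected on 11 or more arrays, and their log2 differences were -0.15 to 0.085, none called. No other probe of Fancl, Rbpj, Cd22 or Rpgrip1 was called. Naa35 had a log2 difference of -0.21, the cold-induced RNA-binding protein Rbm3 -0.62, Lcmt1 -0.18 and the DNA repair enzyme Apex1 -0.18, none past the threshold. Naa35 was called without BACHD young 1 (-0.26) and Lcmt1 without BACHD young 2 (-0.21). Bcl212 and Fanc1 were read as Bcl2l12 and Fancl, and no probe is named Mns221. The calls of Dpp7, Ncoa3, Sgk3 and Cd22 held with each of the 8 young arrays left out in turn, and that of Yap1 ended without WT young 2, WT young 4, BACHD young 1, BACHD young 2 or BACHD young 3 (log2 difference 0.32 to 0.44). That of Fancl ended without WT young 2, WT young 4, BACHD young 2 or BACHD young 4 (-0.52 to -0.36), that of Rbpj without WT young 2, WT young 3, BACHD young 1 or BACHD young 2 (-0.52 to -0.30) and that of Rpgrip1 without WT young 1, WT young 3, WT young 4, BACHD young 1, BACHD young 3 or BACHD young 4 (-0.25 to -0.17). With median scaling the calls of Dpp7, Yap1, Rbpj, Cd22 and Rpgrip1 ended, and with no background correction Naa35, Rbm3, Lcmt1 and Apex1 were called as lower. From genes that inhibit or promote apoptosis, the paper proposes that most of the expression changes promote apoptosis in the hearts of young BACHD mice. Its own Table 8 gives the genes measured here, except Naa35 and Rbpj, which it does not list, with the sign found here.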

We also found significant changes in the expression of a number of genes implicated in cardiovascular disease at 15mo (Fig 5; Table 6). 

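Of the 24 probes that the paper lists for cardiovascular disease in aged hearts (Table 7), all kept the paper's direction, 7 passed the threshold as higher in BACHD, 7 as lower and 10 did not pass. The largest difference was that of Myh7, the beta myosin heavy chain of the fetal ventricle, which was 9.73 ± 1.55 in aged BACHD and 7.52 ± 0.31 in aged WT hearts (normalized log2 expression, SD, n = 4). This is a log2 difference of 2.21 (standard error 0.54, adjusted p = 0.436, exact permutation p = 0.0857). Nppa, the gene of atrial natriuretic peptide and one of the genes in Table 6, was higher by 1.33 (standard error 0.30, adjusted p = 0.395, exact permutation p = 0.0571). On BACHD aged 3 both genes lay within the range of the WT arrays, Myh7 at 7.64 and Nppa at 12.77, and on the other BACHD arrays above it. Both calls held with each of the 8 aged arrays left out in turn. Without BACHD aged 3, the log2 differences were 2.90 for Myh7 and 1.64 for Nppa, with adjusted p = 0.0155 and 0.0393. Of the 10 measured genes of the fetal and stress program, these 2 were higher and the other 8 were not called (2 when adjusted over the list alone), with a median log2 difference of 0.17 (adjusted p = 0.00503 in camera, adjusted p = 0.290 with an estimated correlation). The 7 atrial markers had a median difference of -0.071 and a mean of -0.28 in the same comparison (adjusted p = 0.525), and the list was called as lower in BACHD without WT aged 1 (adjusted p = 0.0293), with the atrial myosin light chains Myl7 at -0.71 and Myl4 at -0.86. The mean log2 expression of the 7 markers was 7.29 on WT aged 2, 8.55 on WT aged 4, 7.24 on BACHD aged 3 and 7.17 on BACHD aged 4, and 5.77 to 6.10 on the other arrays. Among the lower genes of Table 7 was Csrp2, a LIM domain protein of smooth muscle (-0.40, call ended without WT aged 2 or BACHD aged 2). The study chose these genes on the same arrays, so their directions are not independent evidence, and 2 of the 14 calls, those of Myh7 and the membrane protein gene Xk (0.34), held with each aged array left out in turn. That of Csrp2 ended with median scaling and that of Xk with trended and robust variances.

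**Figure D1:**
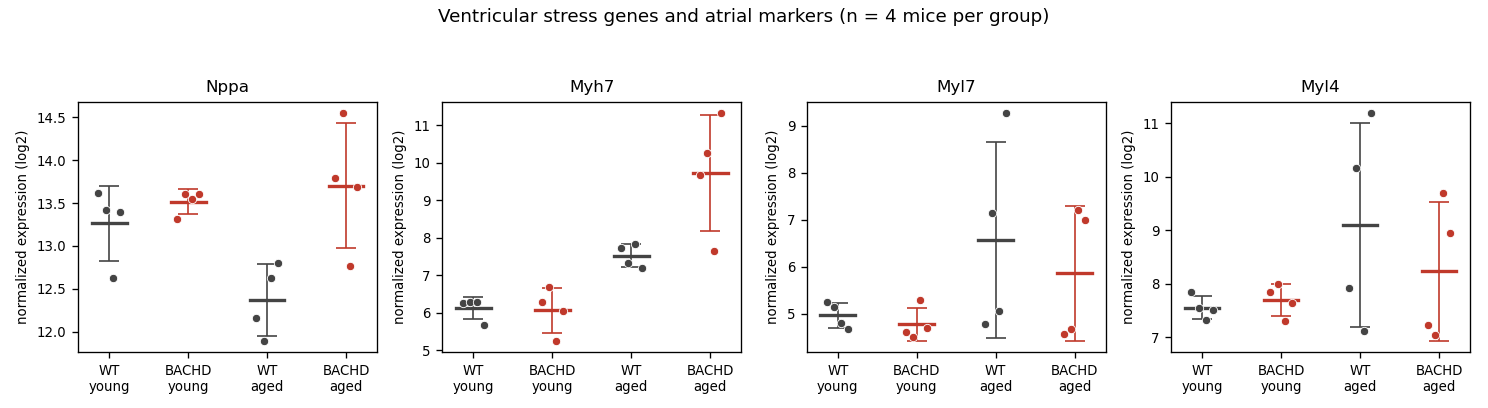
Normalized log2 expression of Nppa, Myh7, Myl7 and Myl4 on the 16 arrays, with a point for each array, a thick line for the mean and bars for the SD of the 4 arrays in each group. Nppa and Myh7 lie above all aged WT arrays on the aged BACHD arrays other than BACHD aged 3, which lies among them, while Myl7 and Myl4 are raised on single arrays of both aged groups.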

At this age, a total of 254 genes (149 up-regulated and 105 down-regulated) were significantly changed between the genotypes. 

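In aged hearts, 230 probes of 211 named genes were called between the genotypes, 128 higher and 102 lower in BACHD hearts, with a median absolute log2 difference of 0.39 among them. Slc7a1, a transporter of arginine and lysine, was higher by 0.64 (standard error 0.11, adjusted p = 0.138), and all 4 BACHD arrays lay above all 4 WT arrays, although 1 array alone detected its probe, and its other probe, detected on no array, had -0.0012. Vstm2l, a secreted protein of the immunoglobulin superfamily, was higher by 0.49 (adjusted p = 0.138), as was Scx, a transcription factor of tendon and other fibrous tissue (0.79, adjusted p = 0.404). Hsd3b7, a steroid dehydrogenase of bile acid synthesis, was lower (log2 difference -0.50, adjusted p = 0.261), and Nhej1, which joins the ends of broken DNA, was lower as well (-0.53, adjusted p = 0.291). No probe passed an adjusted p of 0.05 in limma, 1572 had an unadjusted p under 0.05, and the smallest adjusted p was 0.138. Of the 230 called probes, 157 were detected on at least 4 arrays and 61 on none. Without BACHD aged 3, 443 probes were called and 28 passed the adjusted p of 0.05, and 1 passed it without BACHD aged 4. With median scaling in place of quantile normalization 138 probes were called, with the dim probes left out 127, with probes averaged per gene 153, and without the 4 aged arrays of raised atrial markers, a choice made after seeing the data, 408. That last setting keeps only WT aged 1, WT aged 3, BACHD aged 1 and BACHD aged 2 of the aged arrays. It drops BACHD aged 3, whose omission alone gave 443, so its count does not show an effect of atrial tissue.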

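In aged hearts, 8 of the 32 gene lists were called by camera, 2 higher and 6 lower in BACHD, and none was called with an estimated correlation. The list of collagen and extracellular matrix was called as lower: 28 of its 40 measured genes had a negative log2 difference with a median of -0.11, and none was called, also when adjusted over the list alone (adjusted p = 0.00161 in camera, adjusted p = 0.474 with an estimated correlation). Without WT aged 2 that adjusted p was 0.0513. Its mean log2 expression was 7.83 on BACHD aged 3, in the range of the other WT arrays (7.78 to 7.88), and 7.53 on WT aged 4, below every BACHD array. Examples are Col1a1, a chain of type I collagen (-0.42), and Col15a1, a basement membrane collagen (-0.61). The list of fibroblast markers was called as lower, with none of its members called (0 when adjusted over the list alone), all 8 negative and a median of -0.28 (adjusted p = 0.00161, adjusted p = 0.290 with an estimated correlation). There too BACHD aged 3 (9.19) lay in the range of the other WT arrays and WT aged 4 (8.96) in that of the other BACHD arrays. Col1a1, Col1a2, Dcn and Lum stand in both the fibroblast and the collagen list, so these 2 results are not independent. The list of red blood cell markers was called as higher, with all 5 positive, none called and a median of 0.40 (adjusted p = 0.00503, adjusted p = 0.474 with an estimated correlation), although WT aged 4 (10.63) lay in the range of the BACHD arrays. That call ended without WT aged 2 (adjusted p = 0.0513) or BACHD aged 3 (adjusted p = 0.0525) and without the 4 aged arrays of raised atrial markers (0.0789). Genes of proliferation had no member called (median -0.039, adjusted p = 0.608), and neither had genes of the cytoskeleton (median 0.054, adjusted p = 0.288). Of 27 genes of ion channels and calcium handling, 1 was higher, the connexin gene Gjc1 (0.58), and 26 were not called (adjusted p = 0.608). The call of Gjc1 ended without WT aged 1, WT aged 4 or BACHD aged 4 (log2 difference 0.47 to 0.67).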

Pathway analysis using IPA program indicates that the largest changes occurred in the cardiovascular disease, cellular metabolism, gene expression, molecular transport and proliferation clusters (Fig 5B). It is worth emphasizing that we compared the HD mutant to age-matched control tissue, hence aging alone was a major regulator of gene expression patterns. 

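Between young and aged WT hearts, 183 probes passed an adjusted p of 0.05 in limma, 132 higher and 51 lower with age, whereas no probe passed it between the genotypes at either age. Without WT young 4 the number was 83, and without WT aged 2 it was 96. It was 98 with median scaling, 283 with no background correction, 102 with the 8 WT arrays alone and 85 without the 4 aged arrays of raised atrial markers. Of these 183 probes, 178 had the same sign between young and aged BACHD hearts, a comparison with no array in common, and 113 passed the same threshold there in the same direction. The shared calls were 88 higher, where independent lists would give 2.07, and 25 lower, where they would give 0.73, and 0 went in opposite directions, although both comparisons use 1 variance estimate for each probe, so the lists are not fully independent. Cds1, an enzyme that makes CDP-diacylglycerol for phospholipid synthesis, was higher with age in both genotypes, by 1.78 in WT (standard error 0.13, adjusted p = 8.35e-06) and by 1.73 in BACHD hearts (standard error 0.13, adjusted p = 1.44e-05). Ddc, the enzyme that makes dopamine and serotonin from their amino acid precursors, was detected on all 8 young and none of the 8 aged arrays and was called as lower with age in WT (adjusted p = 1.19e-05) and BACHD hearts (adjusted p = 1.18e-04). The size of its fall depends on the background, with log2 differences of -1.74 and -1.42, and of -1.05 and -0.86 with an offset of 50. Between the genotypes, Cds1 had log2 differences of 0.088 in young and 0.034 in aged hearts, and Ddc -0.14 in young hearts. The genes for the adaptor Skap2 and the synuclein Sncg were also higher with age in both genotypes (Skap2 1.24 and 1.10, Sncg 0.94 and 1.08).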

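At the threshold without adjustment, 711 probes of 603 named genes were called between young and aged WT hearts, 428 higher and 283 lower with age, with a median absolute log2 difference of 0.47. With median scaling in place of quantile normalization the calls were 231 higher and 253 lower. Kcnk1, a background potassium channel detected on all 4 aged and none of the 4 young WT arrays, was 7.27 ± 0.30 in aged and 4.71 ± 0.12 in young WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of 2.55 (standard error 0.24, adjusted p = 1.09e-04). The size of this rise depends on the background, with 1.65 at an offset of 50 and 0.99 with no background correction. The ketone body enzyme Bdh1 was higher by 1.63 (adjusted p = 4.75e-04) and Gpnmb, a glycoprotein of macrophages and osteoclasts, by 1.69 (adjusted p = 4.75e-04). Of 27 genes of ion channels and calcium handling, 4 were higher and 2 were lower with age (4 when adjusted over all probes, 4 higher and 3 lower when adjusted over the list alone), and the list as a whole was not called (adjusted p = 0.458). Its members include the T-type calcium channel Cacna1h (1.39), the pacemaker channel Hcn2 (-0.72) and the inward rectifier Kcnj12 (-0.69). Of 22 genes of the endoplasmic reticulum stress response, 3 were lower, among them the chaperone Dnajb9 (-0.52, call ended without WT aged 1, WT aged 3 or WT young 4), and the others were not called (8 lower and 1 higher when adjusted over the list alone) (adjusted p = 2.69e-04, adjusted p = 0.282 with an estimated correlation). The list of atrial markers was called as higher with age, with all 7 positive, 1 called, Dkk3, whose call ended without WT aged 2, WT aged 4 or WT young 1, and a median of 1.27 (adjusted p = 0.00166, 0.0505 without WT aged 4, adjusted p = 0.377 with an estimated correlation). Its mean log2 expression was raised on WT aged 2 (7.29) and WT aged 4 (8.55) alone, and WT aged 1 (5.93) and WT aged 3 (5.94) lay in the range of the young WT arrays (5.78 to 5.97). The list of skeletal muscle markers was called as lower, with none of its members called (4 when adjusted over the list alone) and a median of -0.67 (adjusted p = 1.34e-04, adjusted p = 0.377 with an estimated correlation). Its mean log2 expression was 6.655 to 7.346 on WT young 1, WT young 2 and WT young 4. On WT young 3 it was 5.968, in the range of the aged WT arrays (5.879 to 6.076). In all, 8 lists were called, 3 higher and 5 lower, and 0 of them with an estimated correlation.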

A comparison between young and old WT tissue indicates 806 genes whose expression was significantly changed with age.

**Fig 5:**
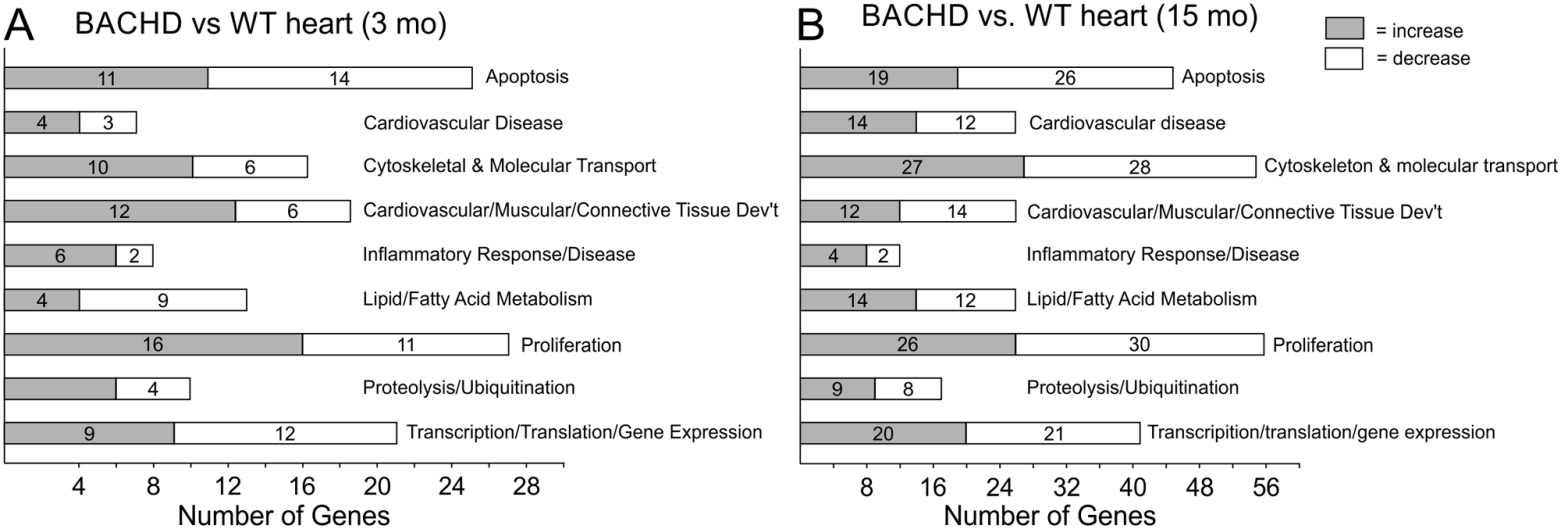
Network analysis of biologically relevant pathways altered in the heart of BACHD mice vs WT as measured by microarrays. Most altered gene networks in the comparison between young (3 mo) WT and BACHD hearts (A) and in the comparison between aged (15 mo) WT and aged BACHD (B). Grey boxes indicate that gene expression is increased in BACHD mice, while white boxes indicate decreased expression.

**Table 6:** List of top 10 genes up-regulated and down-regulated in BACHD ventricles compared to WT at the same age (n = 4 per group).

Probe	Accession	Full Name	Symbol	Fold Change	*P* Value	Function
**Young Hearts, Down-regulated**						
ILMN_2775202	NM_027491	Ras-related GTP Binding D	Rragd	-0.348	4.00E-05	Nucleotide Binding, GTP Binding
ILMN_2835723	NM_027288.2	Mannosidase, Beta A, Lysosomal	Manba	-0.324	1.00E-04	Glycoprotein Catabolic Process
ILMN_2698107	NM_010120.3	Eukaryotic Translation Initiation Factor 1A	Eif1a	-0.205	0.00039	Protein Translation
ILMN_2925281	NM_008991.2	ATP-binding Cassette, Sub-family D	Abcd3	-0.3	0.00042	Nuclear Receptors in Lipid Metabolism and Toxicity
ILMN_2775600	NM_198619.1	Unknown	MGC67181	-0.301	0.00059	Regulation of Transcription
ILMN_3092415	NM_153198.1	High Mobility Group Box Transcription Factor 1	Hbp1	-0.392	0.00071	Wnt Receptor Signaling Pathway, Regulation of Transcription
ILMN_3006930	NM_027409.1	Motile Sperm Domain Containing 1	Mospd1	-0.215	0.00072	Integral to Membrane, Intrinsic to Membrane
ILMN_2661733	NM_008212.1	L-3-Hydroxyacyl-Coenzyme A Dehydrogenase, Short Chain	Hadhsc	-0.378	0.00105	Fatty Acid Elongation in Mitochondria, Fatty Acid Metabolism
ILMN_1243283	NM_010771.3	Matrin 3	Matr3	-0.303	0.00107	RNA Polymerase III Transcription
ILMN_2512043	NM_009454.2	Ubiquitin-Conjugating Enzyme E2E 3	Ube2e3	-0.306	0.00117	Ubiquitin Mediated Proteolysis
**Young Hearts, Up-regulated**						
ILMN_1250767	NM_025482.2	Tumor Protein D52-like 2	Tpd52l2	0.254	2.00E-05	Tumor Protein D52
ILMN_1234565	NM_011030.1	Procollagen-proline, 2-Oxoglutarate 4-Dioxygenase	P4ha1	0.407	0.00026	Arginine and Proline Metabolism
ILMN_1255832	NM_153134.2	Immunity-related GTPase Family, Q	Irgq	0.229	0.00029	Immunity-related GTPase Family, Q
ILMN_2749737	NM_031843.2	Dipeptidylpeptidase 7	Dpp7	0.207	0.00038	Proteolysis
ILMN_2486906	NM_016873.1	WNT1 Inducible Signaling Pathway Protein 2	Wisp2	0.344	0.00043	Regulation of Cell Growth, Cell Adhesion
ILMN_1258691	NM_133226.1	PDZ Domain Containing 2	Pdzk2	0.258	5.00E-04	Guanylate Cyclase Inhibitor Activity
ILMN_2930933	NM_008717.1	Zinc Finger, Matrin-like	Zfml	0.299	6.00E-04	DNA Binding, RNA Binding; Ion, Metal, Cation Binding
ILMN_1233813	NM_009280	Synovial Sarcoma Translocation, Chromosome 18	Ss18	0.215	0.00062	Microtubule Cytoskeleton Organization
ILMN_2683414	NM_033568.1	ESCRT-II Complex Subunit	D11Moh34	0.245	0.00066	Endocytosis
ILMN_2615547	NM_030262	O-Fucosyltransferase 2	Pofut2	0.232	0.00079	Monosaccharide Metabolic Process
**Aged Hearts, Down-regulated**						
ILMN_2625893	NM_053200.1	Carboxylesterase 3	Ces3	-0.379	0	Fatty Acid/Lipid Metabolism
ILMN_2925281	NM_008991.2	ATP-binding Cassette, Sub-family D (ALD), Member 3	Abcd3	-0.445	1.00E-05	Peroxisome
ILMN_2834915	NM_011396.2	Solute Carrier Family 22 (organic cation/carnitine transporter), Member 5	Slc22a5	-0.415	1.00E-05	Molecular Transport
ILMN_2835723	NM_027288.2	Mannosidase, Beta A, Lysosomal	Manba	-0.345	5.00E-05	Glycoprotein Catabolic Process
ILMN_1234702	NM_173866.1	Glutamic Pyruvate Transaminase 2	Gpt2	-0.371	8.00E-05	Mitochrondrion, Transferase Activity
ILMN_3114124	NM_133943.2	Hydroxy-delta-5-steroid Dehydrogenase, 3 Beta- and Steroid delta-isomerase 7	Hsd3b7	-0.402	9.00E-05	Lipid Biosynthetic Process
ILMN_2966162	NM_178936.3	Transmembrane Protein 56	Tmem56	-0.319	0.00011	Transmembrane
ILMN_1240332	NM_146073.2	Zinc Finger, DHHC Domain Containing 14	Zdhhc14	-0.343	0.00012	Ion Binding
ILMN_2794051	NM_172734.2	Serine/Threonine Kinase 38 Like	Stk38l	-0.295	0.00014	Actin-Cytoskeleton
ILMN_2973925	NM_026398.2	Processing of Precursor 5	Pop5	-0.292	0.00015	RNA Metabolic Process
**Aged Hearts, Up-regulated**						
ILMN_2718416	NM_028659.1	Eukaryotic Translation Initiation Factor 3, Subunit K	Eif3k	0.339	2.00E-05	Protein Synthesis
ILMN_2775202	NM_027491	Ras-related GTP Binding D	Rragd	0.358	3.00E-05	Nucleotide Binding
ILMN_1239181	NM_026393.1	NmrA-like Family Domain Containing 1	Nmral1	0.378	7.00E-05	Oxidation Reduction, Transcripiton Regulator Activity
ILMN_2650739	NM_146011.1	Rho GTPase Activating Protein 9	Arhgap9	0.405	1.00E-04	GTPase Activator Activity
ILMN_1215768	NM_024182.2	RIO Kinase 3	Riok3	0.266	0.00012	Phosphorus Metabolic Process
ILMN_2647048	NM_023721.1	ATPase, H+ Transporting, Lysosomal V1 Subunit D	Atp6v1d	0.333	0.00015	Purine Nucleotide Metabolic Process
ILMN_2929572	NM_201362.1	Coiled-Coil Domain Containing 68	Ccdc68	0.282	0.00016	Coiled-coil Domain Containing 68
ILMN_2986315	NM_019580.3	Membrane Interacting Protein of RGS16	Mir16	0.205	0.00019	Glycerol Metabolic Process
ILMN_2879600	NM_008983.1	Protein Tyrosine Phosphatase, Receptor Type, K	Ptprk	0.234	3.00E-04	Protein Dephosphorylation
ILMN_3161547	NM_008725.1	Natriuretic Peptide Type A	Nppa	1.316	3.00E-04	Cardiovascular/ Muscular Development

### PCR Measurements Found Gene Expression Changes in the Hearts of Young BACHD Mice

We further examined transcriptional differences by measuring the expression of 4 genes in the ventricles of each genotype using using quantitative real-time PCR (Fig 6A–6D). 

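On the arrays of young hearts, Hspa1a, which encodes the inducible chaperone HSP70, was 8.58 ± 1.79 in BACHD and 6.26 ± 1.42 in WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of 2.32. Its standard error was 0.73, and the difference did not pass the threshold (adjusted p = 0.969, exact permutation p = 0.0857). It was detected on 2 of 4 WT and on 4 of 4 BACHD arrays, and it passed the threshold without WT young 1 (log2 difference 2.99), without BACHD young 1 (3.20) and with no background correction (1.42). Nppb, the gene of brain natriuretic peptide, was 13.87 ± 0.15 in BACHD and 13.40 ± 0.18 in WT hearts (SD, n = 4). It was higher by 0.47 (standard error 0.12, adjusted p = 0.876), and no BACHD array overlapped the WT arrays (exact permutation p = 0.0286, the smallest that 4 against 4 allow). The call of Nppb ended without WT young 2, BACHD young 2 or BACHD young 3 (log2 difference 0.39 to 0.53). Kcnip2, a subunit of the channel of the transient outward potassium current, was 8.02 ± 0.33 in BACHD and 8.47 ± 0.26 in WT hearts (SD, n = 4), a log2 difference of -0.45 that did not pass (standard error 0.17, adjusted p = 0.969, exact permutation p = 0.114). Acot1, a cytosolic thioesterase of fatty acyl-CoA, was 10.92 ± 0.20 in BACHD and 11.35 ± 0.19 in WT hearts (SD, n = 4). Its log2 difference of -0.42 did not pass either (standard error 0.23, adjusted p = 0.969, exact permutation p = 0.0571). All 4 differences had the direction that the paper reports by PCR on the same RNA. The paper marks its PCR differences at P below 0.05, a looser threshold than that of a call here.

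**Figure D2:**
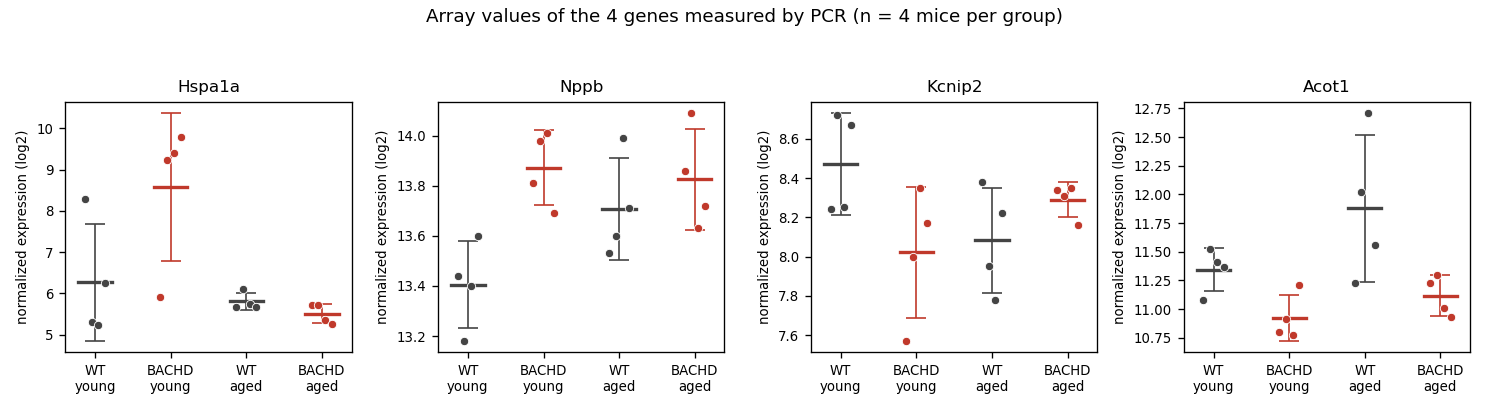
Normalized log2 expression of Hspa1a, Nppb, Kcnip2 and Acot1 on the 16 arrays, with a point for each array, a thick line for the mean and bars for the SD of the 4 arrays in each group. In young hearts Hspa1a varies most within groups, and Nppb alone separates the young BACHD from the young WT arrays.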

We chose 2 genes (*Hspa1a*, *Nppb*) that were shown to be up-regulated by the microarray analysis and 2 genes (*Kcnip2*, *Acot1*) whose expression was shown to be down-regulated. All of the genes have been previously shown to be involved in cardiomyopathy. In each case, the PCR measurements were in agreement with the microarray results (Fig 6A–6D).

**Fig 6:**
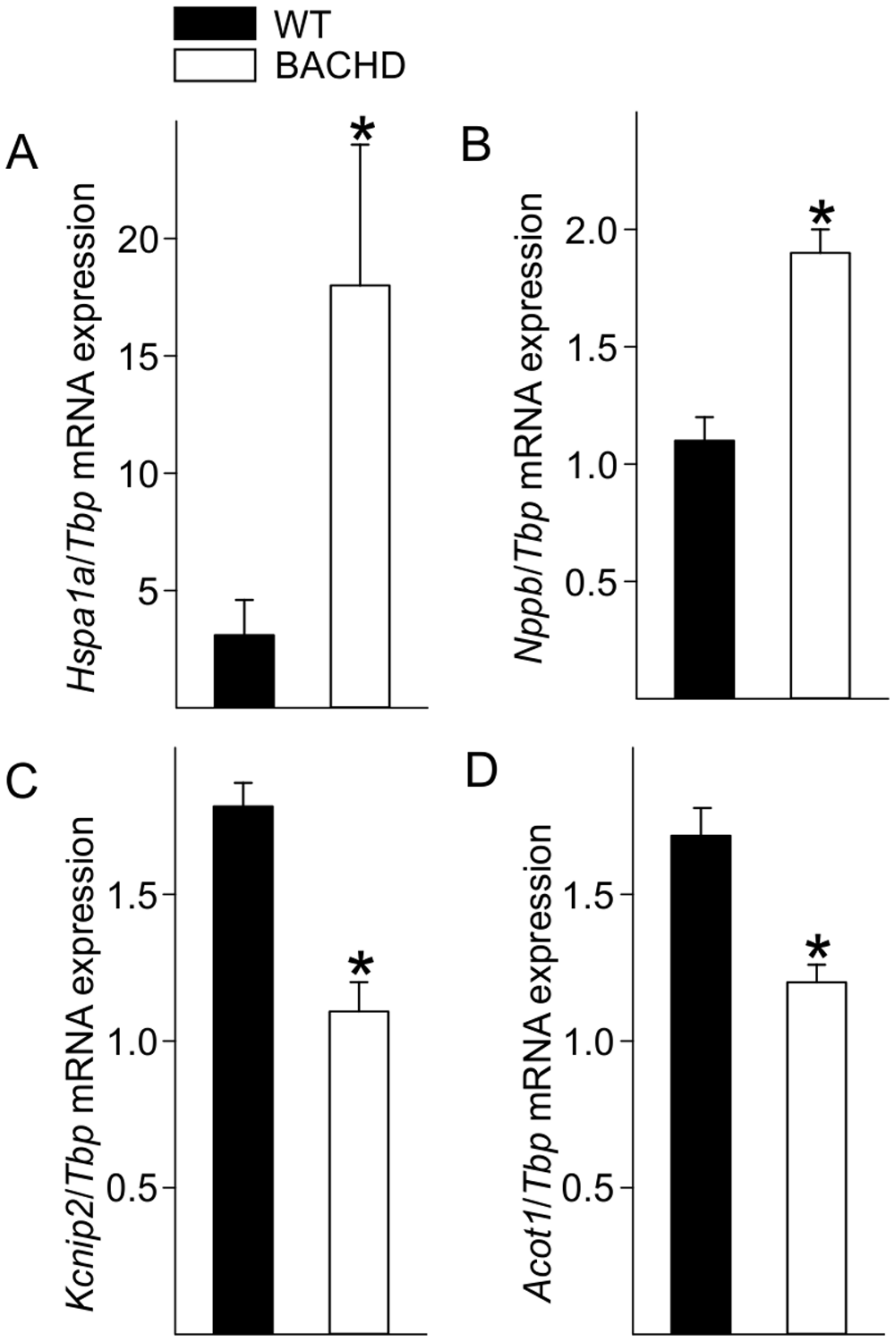
Microarray results were confirmed by probing expression of 4 genes using quantitative real-time PCR from ventricles from mice at 3 mo of age. *Hspa1a* (A) and *Nppb* (B) are both involved in stress and pathological responses and were increased in the BACHD mice. Expression of *Kcnip2* (C), a voltage-gated potassium channel interacting protein responsive to changes in calcium, and *Acot1* (D) an enzyme involved in fatty acid metabolism were decreased in BACHD ventricles. Data are reported as ratios of the target gene expression to *Tbp*, and are shown as the mean ± SEM, * *P*<0.05 for genotypic differences (n = 4 per group).

### Altered Inflammation in Young BACHD Mice

The microarray results suggested that BACHD mice have altered inflammatory response with up-regulated genes such as *Tnfrsf25* and *Adam9*. 

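Tnfrsf25, a death receptor of T cells, was 6.10 ± 0.51 in young BACHD and 5.32 ± 0.29 in young WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of 0.78 (standard error 0.22, adjusted p = 0.948). Its probe was detected on 3 of 4 BACHD and none of the 4 WT arrays. The size depends on the background, since the paper's log2 difference of 0.259 was met within the spread with no background correction. Its other probe, detected on no array, had 0.045. Adam9, a membrane protease that sheds cell surface proteins, was higher by 0.55 (standard error 0.14, adjusted p = 0.849). The call of Tnfrsf25 ended without WT young 2, WT young 3, BACHD young 2 or BACHD young 4 (log2 difference 0.63 to 0.98), and that of Adam9 without WT young 1, WT young 4 or BACHD young 4 (0.52 to 0.62). Of 33 inflammatory mediators, none was called, also when adjusted over the list alone, 12 had a positive log2 difference and the median was -0.057 (adjusted p = 0.545 in limma's camera test). S100a8, an alarmin of neutrophils, had -1.31 (standard error 0.68), and the chemokine Cxcl12 had 0.059. Markers of macrophages had a median log2 difference of -0.071 (adjusted p = 0.376, 0.00345 without WT young 1), and markers of lymphocytes one of -0.034 (adjusted p = 0.663).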

In order to confirm this finding, we measured the levels of immune factors in the serum of young (2–3 mo) BACHD and WT mice using multiplex assay. At baseline, without immune challenge, there was a significant decrease in the levels of the CC chemokine RANTES (Regulated on Activation, Normal T Cell Expressed and Secreted) as well as a significant increase in the levels of the pro-inflammatory cytokine interleukin (IL)-6 (Fig 7A and 7B). We found no changes in the cytokine IL-1α levels between genotypes (Fig 7C), and an absence of signal for several others (TNF-α, IL-10, IL-12, IL-1β, IL-2 and IFN-γ) and the chemokines MIP1α (Macrophage inflammatory protein 1 alpha) and MCP-1 (Monocyte Chemoattractant Protein-1 (MCP-1) were also undetectable. The changes in levels of IL-6 and RANTES are consistent with microarray results that suggest an altered inflammatory state in young BACHD mice.

**Fig 7:**
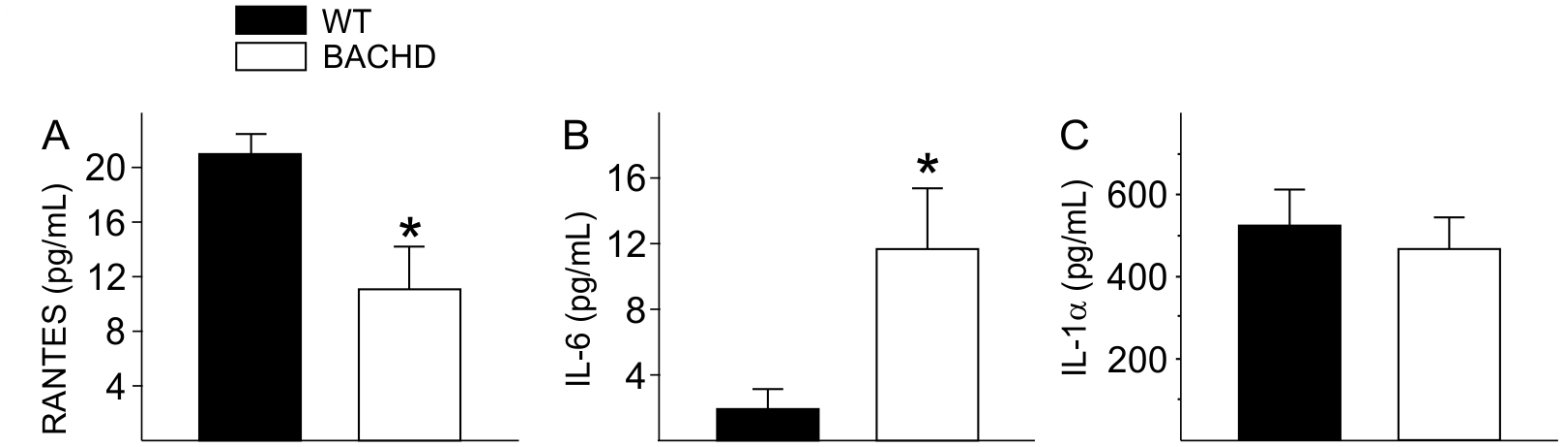
Altered inflammatory markers in young BACHD mice. Levels of chemokines and pro-inflammatory cytokines were measured in the serum of young (3 mo) BACHD and WT mice using a multiplex assay. Significant changes in RANTES (A) and IL-6 (B) levels were found in serum of young WT and BACHD mice. IL-1α (C) levels were not different. Data are shown as the mean ± SEM, * *P*<0.05 for genotypic differences (n = 8 per group).

### Increased Caspase 3 Levels in Aged BACHD Mice

One of the most populated clusters of genes altered in the hearts of both young and old BACHD mice was the one involved in apoptosis. Therefore, we measured the protein levels of the cell death effector caspase-3, in whole tissue lysate from aged BACHD and WT hearts. 

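In aged hearts, 1 of the 33 measured genes that promote apoptosis was called, Bnip3l, a mitochondrial protein of cell death and mitophagy, which was higher in BACHD hearts by 0.42 (standard error 0.11, adjusted p = 0.509). Its call ended without WT aged 1, WT aged 2, BACHD aged 2 or BACHD aged 4 (log2 difference 0.36 to 0.51). The other 32 were not called, the median was 0.0047 and the mean -0.011, which differ in sign (adjusted p = 0.695 in limma's camera test). Of the 20 genes that inhibit apoptosis, none was called and the median was 0.018 (adjusted p = 0.441). In both lists, 0 genes were called when adjusted over the list alone. Among the inhibiting genes, Bcl2 had a log2 difference of 0.53 and passed the threshold without BACHD aged 3 (0.74), while Birc3, a caspase inhibitor, had 0.14 on a probe detected on no array. These RNA levels do not measure the activated caspase-3 protein, which the paper measured in a separate cohort.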

The levels of the activated form of this protein were significantly increased (80%, Fig 8A) in the BACHD mice as compared to WT. We also found a smaller (17%, Fig 8B) but significant increase in expression of HSP70. These changes in protein are consistent with the microarray analysis in showing increases in genes involved in cellular stress and apoptosis in the BACHD heart.

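In the aged hearts of the microarray experiment, Hspa1a was 5.51 ± 0.24 in BACHD and 5.80 ± 0.21 in WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of -0.29 (standard error 0.73, adjusted p = 0.986, exact permutation p = 0.229). Its probe was detected on 2 of 4 BACHD and on 3 of 4 WT arrays. These are RNA levels, while the paper measured HSP70 protein in the hearts of a separate cohort. Of 27 genes of heat shock proteins and chaperones, none was called, also when adjusted over the list alone, and the median was -0.00033 (adjusted p = 0.773 in limma's camera test). The constitutive chaperone Hspa4 had 0.39, and Hsph1, a nucleotide exchange factor of HSP70, had -0.073. Of 22 genes of the endoplasmic reticulum stress response, none was called either (median 0.0023, adjusted p = 0.662, 0 when adjusted over the list alone), and its chaperone Hspa5 had 0.37 on a probe detected on 1 array.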

**Fig 8:**
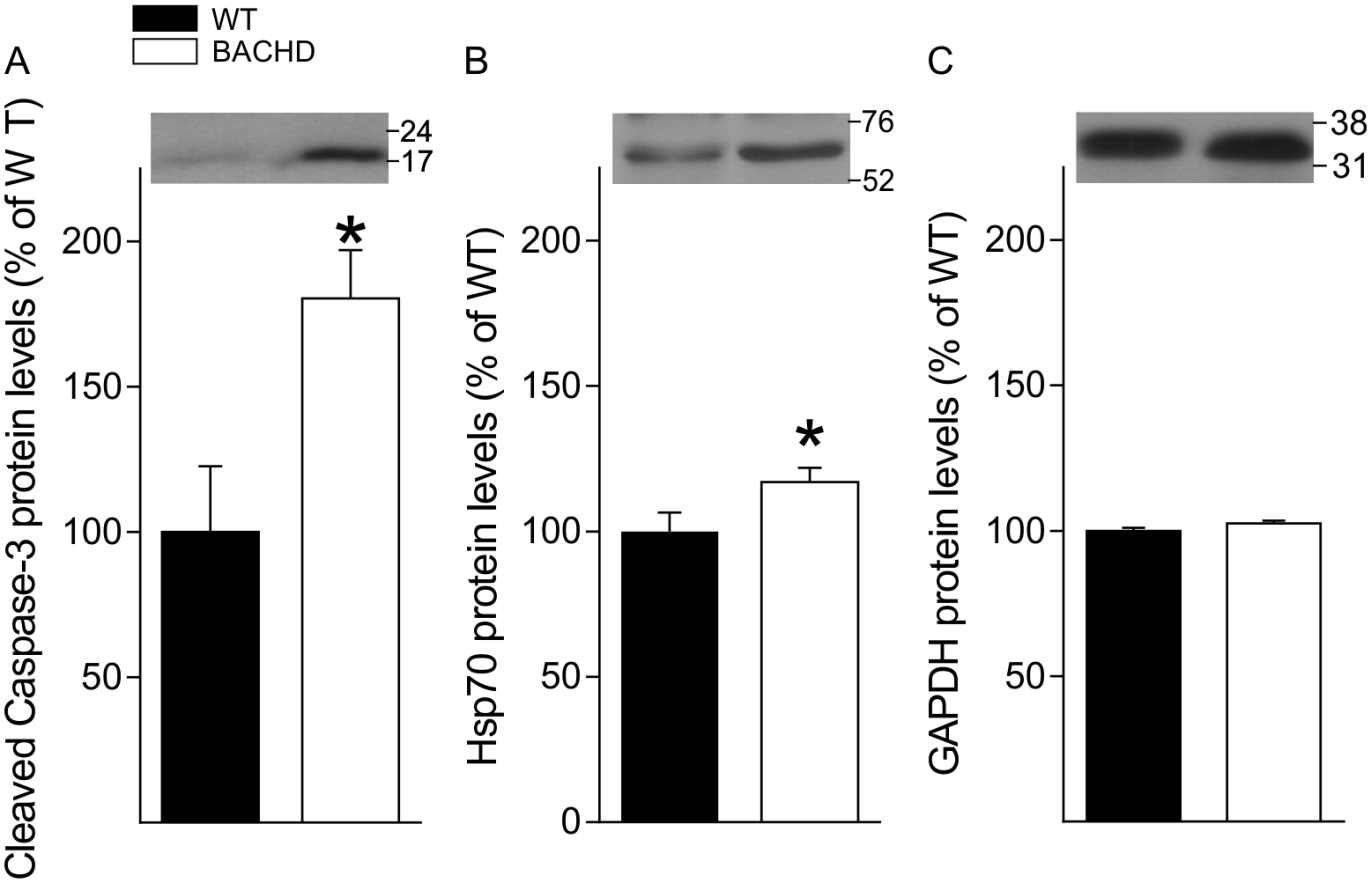
Apoptotic and stress markers are increased in the aged BACHD heart. A significant increase in Cleaved Caspase 3 (A) and Hsp-70 (B) protein levels was found in whole tissue lysate of the heart of aged BACHD mice. Values derived from the densitometric analysis were corrected for the background, normalized to GAPDH and are shown as a percentage of the value for the WT mice. (C) Protein levels of GAPDH did not differ between WT and BACHD. Insert shows representative immunoblots. Data are shown as the mean ± SEM, * *P*<0.05 for genotypic differences (n = 4 per group).

## Discussion

The echocardiographic measurements performed on BACHD mice showed changes in heart structure and function at an early age (Fig 1). At this time point (3 mo), motor deficits [24] and circadian rhythm dysfunction [15] are just beginning thus the cardiovascular deficits are occurring very early in the disease progression in this model. Though the slope of the changes were similar between aging WT and BACHD animals, the ejection fraction (EF) ratio of 15 mo old BACHD mice were close to or below 55, which is the threshold between normal heart function and failure. We suspect that the function would continue to weaken with age, which poses a challenge for the cardiovascular system, leaving BACHD mice more susceptible to serious cardiac events. The presence of cardiac fibrosis in 15 mo old BACHD mice (Fig 2) also provides evidence for cardiac stress that feeds forward to further impair heart function. WT mice show minimal fibrotic lesions at this age. The focal fibrotic lesions in the BACHD would be expected to alter wall motion synchrony and could explain the reduced EF. Evidence for fibrosis has also been found in the R6/2 line [23]. The presence of fibrosis could also increase the likelihood of arrhythmias [29] although we did not observe any in our recordings. Though the incidence of arrhythmias has not yet been examined in HD patients, other lines of evidence suggest increased susceptibility including altered ANS input to the heart [11, 30]. ANS dysfunction is consistent among a number of HD animal models including the R6/1 [17] and the R6/2 models [18]. In the BACHD model, we have found significant alterations in the baroreceptor reflex and a decline in heart-rate variability that indicate dysfunctional ANS outflow [16]. With this work, we have provided evidence that BACHD line recapitulates cardiovascular dysfunction seen in HD patients as well as established an age-dependent progression by which we can judge the impact of therapeutic interventions.

Despite the differences in structural and functional measurements, the hearts of BACHD mice appear to, at least in the short-term, adapt normally to increased cardiovascular challenge. Isoproterenol is a medication used for the treatment of bradycardia (slow heart rate) and heart block. By activating beta-adrenergic receptors on the heart, it increases heart rate and mimics the action of the sympathetic nervous system. The response to isoproterenol, as measured by echocardiography, was not different between WT and BACHD mice (Fig 3). The chronic β-adrenergic stimulation even caused the mutant mice to lose weight and to move into age-appropriate body weights (Table 4). However, upon histological assessment, this adaptation came at a cost i.e. the development of fibrosis in the BACHD hearts (Fig 4). WT mice subject to similar treatment did not produce cardiac fibrosis, indicating that the cardiac state in BACHD mice is susceptible to aberrant changes and scarring when presented with this challenge.

Finally, to better define the transcriptional state of the BACHD hearts, we used microarrays to compare gene expression of young (3 mo) and older (15 mo) hearts to determine if we could detect an HD “signature” in the ventricles (Fig 5; Table 6). The results showed alteration in pathways and processes that are broadly consistent with the results of profiling studies of other tissues [31–33]. For example, genes with altered expression in the heart of BACHD mice (*Hspa1a*, *P4ha1*, *Tpd52l2*, *Basp1*, *Hadh*, *Baiap2*, *Fgf13*, Zfp932, *Hbp1)* were previously characterized to play an important role in HD pathology in other tissues. 

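Of these genes, 6 were called in young hearts, 3 higher and 3 lower in BACHD. P4ha1, the collagen prolyl hydroxylase, was 8.40 ± 0.24 in BACHD and 7.82 ± 0.17 in WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of 0.58 (standard error 0.14, adjusted p = 0.849). Tpd52l2, a protein of vesicle traffic, was higher by 0.40 (standard error 0.071, adjusted p = 0.507), and Basp1, a membrane protein of nerve endings, by 0.34 on a probe detected on no array. Baiap2 was lower (-0.79, standard error 0.19, adjusted p = 0.836) on a probe detected on 3 of the 16 arrays, and its other probe, detected on 1 array, had 0.089. Hadh, a mitochondrial dehydrogenase of fatty acid oxidation, was lower by a log2 difference of -0.86 (standard error 0.22, adjusted p = 0.876), and the transcription factor Hbp1 was lower as well (-0.44). The brightest probe of Hbp1 had -0.15 and the other probe of Hadh, detected on no array, 0.027, neither called. Fgf13, a growth factor homolog that binds sodium channels, had -0.0058 on its brightest probe, while its next probe was called as lower (-0.49). The calls of P4ha1, Tpd52l2 and Baiap2 held with each young array left out in turn, that of Basp1 ended without any one of the 8 (0.31 to 0.37), that of Hadh without WT young 4, BACHD young 1 or BACHD young 2 (smallest difference -0.69) and that of Hbp1 without WT young 2, BACHD young 1 or BACHD young 2 (-0.50 to -0.36). In aged hearts, none of the 6 was called, with log2 differences of -0.36 for P4ha1, -0.00067 for Tpd52l2, 0.090 for Basp1, 0.36 for Baiap2, -0.19 for Hadh and 0.19 for Hbp1. The genotype effect differed between the ages, in the test of that difference, for P4ha1 (-0.94, adjusted p = 0.643), Tpd52l2 (-0.40, adjusted p = 0.687), Baiap2 (1.15, adjusted p = 0.646) and Hbp1 (0.63, adjusted p = 0.687) at the threshold without adjustment. No probe is named Zfp932. With array weights, with median scaling or with an offset of 50 in the background correction, Basp1 was not called.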

Altered pathways in the heart that were consistent with the HD signature include protein processing and ubiquitination, metabolic processes, transcriptional activities and cytoskeletal functions. 

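Of 33 genes of the proteasome and of muscle ubiquitin ligases, none was called in young hearts (median log2 difference 0.0064, adjusted p = 0.809 in limma's camera test) and none in aged hearts (median 0.00074, adjusted p = 0.773). When adjusted over the list alone, 0 were called at either age. Psmd11, a subunit of the regulatory particle of the proteasome, had a log2 difference of -0.26 in young and 0.041 in aged hearts, and Psmb1, a subunit of its core, had 0.31 and -0.44. Psmb1 passed the threshold in aged hearts without WT aged 4 (-0.58).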

Importantly, we also detected alterations in cardiac relevant processes including gene networks associated with cardiovascular development and disease (Fig 5; Table 7). 

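Table 7 lists 6 entries for cardiovascular disease in young hearts, all with the paper's direction here, of which 3 passed the threshold as higher in BACHD, 2 as lower and 1 did not pass. The lower genes were Acadl, the long-chain acyl-CoA dehydrogenase of mitochondria (-0.37, standard error 0.11, adjusted p = 0.969), and Add1, an adducin that caps actin filaments at the membrane (-0.50, standard error 0.14, adjusted p = 0.938). Among the higher ones was Nppb, whose probe stands in the table for 2 entries. Another probe of Acadl, detected on all 16 arrays, had 0.063. The called probe of Add1 was detected on no array, and the 2 brightest probes of that gene, detected on all 16, had 0.089 and 0.22. The call of Acadl ended without WT young 1, WT young 2, WT young 4, BACHD young 1 or BACHD young 2 (-0.45 to -0.28) and that of Add1 without WT young 1, WT young 2, BACHD young 1, BACHD young 3 or BACHD young 4 (-0.57 to -0.41), and both ended with median scaling in place of quantile normalization. The groups did not overlap in 4 of the 6 entries. The study chose these genes on the same arrays, so their directions are not independent evidence. Of 20 genes of the sarcomere, none was called in young hearts (median 0.0049, adjusted p = 0.857 in limma's camera test, 0 when adjusted over the list alone). Tcap, a protein of the Z disc, had -0.32, and Mybpc3, a myosin-binding protein, had 0.16.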

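The arrays held 3 probes of Kcnip2, all detected on each of the 16 arrays, and in young hearts the other probes had log2 differences of -0.47 and -0.29 and were not called. In aged hearts, the brightest probe of Kcnip2 had 0.21 (standard error 0.17), and the test of the difference between the ages gave 0.65 (adjusted p = 0.761). That difference passed the threshold without BACHD young 3 (0.76). Of 27 genes of ion channels and calcium handling, none was called in young hearts, also when adjusted over the list alone, and the median was 0.037 (adjusted p = 0.619 in limma's camera test). Kcna5, a potassium channel of the repolarizing current, had 0.65 and was called without WT young 2 (0.79). The calcium channel gene Cacna1h had 0.33 and the sodium-calcium exchanger Slc8a1 0.0061.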

Among other findings, our microarray and PCR (Fig 6) results indicated that *Kcnip2* levels were significantly decreased at 3 mo of age. *Kcnip2* is a voltage-gated potassium channel cofactor known to alter electrical properties of the heart and altered expression levels can increase susceptibility to arrhythmias [34, 35].

**Table 7:** List of cardiovascular disease related genes altered in BACHD ventricles compared to WT at the same age.

Probe	Accession	Enzyme name	Symbol	Fold Change	*P* value
**Young Hearts (3 mo)**					
ILMN_2689473	NM_007381.2	Acyl-Coenzyme A Dehydrogenase, Long-Chain	Acadl	-0.354	0.00229
ILMN_2659063	NM_013457	Adducin 1	Add1	-0.159	0.0032
ILMN_2726837	NM_008726.2	Natriuretic Peptide Precursor Type B	Nppb	0.466	0.00083
ILMN_1248293	NM_009534.1	Yes-associated Protein 1	Yap1	0.29	0.00236
ILMN_2735350	NM_011819.1	Growth Differentiation Factor 15	Gdf15	0.376	0.00337
ILMN_2726837	NM_008726.2	Phosphodiesterase 8A	Pde8a	0.24	0.00433
**Aged Hearts (15 mo)**					
ILMN_3008858	NM_009982.2	Cathepsin C	Ctsc	-0.263	0.00055
ILMN_2721439	NM_007792.2	Cysteine and Glycine-rich Protein 2	Csrp2	-0.335	7.00E-04
ILMN_2885532	NM_009949.1	Carnitine Palmitoyl Transferase 2	Cpt2	-0.311	0.0015
ILMN_2886828	NM_011243.1	Retinoic Acid Receptor, Beta	Rarb	-0.371	0.00194
ILMN_2727432	NM_138672.1	Stabilin 1	Stab1	-0.166	0.0021
ILMN_1229161	NM_007932	Endoglin	Eng	-0.356	0.00258
ILMN_2678336	NM_007795.1	Cardiotrophin 1	Ctf1	-0.185	0.00316
ILMN_2933647	NM_019802.1	Gamma-glutamyl Carboxylase	Ggcx	-0.252	0.00377
ILMN_2724942	NM_008968.2	Prostaglandin I2 (prostacyclin) Synthase	Ptgis	-0.27	0.00382
ILMN_1223738	NM_011034.2	Peroxiredoxin 1	Prdx1	-0.168	0.00383
ILMN_1232231	NM_028500	Calreticulin 3	Calr3	-0.297	0.00446
ILMN_2613904	NM_024441.1	Heat Shock Protein 2	Hspb2	-0.241	0.00456
ILMN_2945491	NM_080728.2	Myosin, Heavy Polypeptide 7	Myh7	1.756	0.00046
ILMN_2453051	NM_023500	X-linked Kx Blood Group	Xkh	0.153	0.00062
ILMN_2716567	NM_009761.2	BCL2/adenovirus E1B Interacting Protein 3-like	Bnip3l	0.391	0.00071
ILMN_1224768	NM_133838	EH-domain Containing 4 (Ehd4)	Ehd4	0.336	0.00101
ILMN_1235481	NM_021880.1	Protein Kinase, cAMP Dependent Regulatory, Type I, Alpha	Prkar1a	0.239	0.00126
ILMN_2667369	NM_022305.2	UDP-Gal:betaGlcNAc Beta 1,4- Galactosyl Transferase, Polypeptide 1	B4galt1	0.186	0.00159
ILMN_2677634	NM_172621.1	Chloride Intracellular Channel 5	Clic5	0.324	0.00311
ILMN_2711948	NM_011404.2	Solute Carrier Family 7 (Amino Acid Transporter Light Chain, L System), Member 5	Slc7a5	0.261	0.00326
ILMN_2594450	NM_008960	Phosphatase and Tensin Homolog	Pten	0.188	0.00329
ILMN_1255207	NM_008803.1	Phosphodiesterase 8A	Pde8a	0.249	0.00335
ILMN_2625451	NM_013468.2	Ankyrin Repeat Domain 1	Ankrd1	0.559	0.00391
ILMN_2689136	NM_008653.1	Myosin Binding Protein C, Cardiac	Mybpc3	0.278	0.00469

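Of 10 measured genes of the fetal and stress program of the heart, 1 was called in young hearts, the natriuretic peptide gene Nppb, and 9 were not (1 when adjusted over the list alone). The list had 8 positive log2 differences and a median of 0.14, with adjusted p = 0.0858 in limma's camera test and 0.0255 without BACHD young 1 and 0.0162 with the 8 young arrays alone. Nppa had 0.26 and Myh7 -0.061. In aged hearts, Nppb itself had 0.12 (standard error 0.12, adjusted p = 0.950), and the test of the difference between the ages gave -0.35 (adjusted p = 0.820). Of 40 genes of collagen and extracellular matrix, 1 was higher in young BACHD hearts, P4ha1, and 39 were not called (1 when adjusted over the list alone). The median was 0.053 (adjusted p = 0.233), with the collagen genes Col1a1 at 0.025 and Col1a2 at 0.24. Markers of fibroblasts had a median of -0.11 (adjusted p = 0.545).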

In the BACHD young heart, microarray analysis reveals increased expression of *Nppb*, also known as brain natriuretic peptide. Studies have suggested that increased level of *Nppb* is related to higher risk of myocardial fibrosis and ventricular geometry [36, 37]. In addition, the altered expression of genes encoding heat-shock proteins, family A and B (*Hspa1a*, *Hspb2*) and lysosomal enzymes (*Manba*) suggests protein misfolding and cellular stress in young hearts. 

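In young hearts, 23 of 27 genes of heat shock proteins and chaperones had a positive log2 difference, with a median of 0.14 and a mean of 0.25. No single member was called, also when adjusted over the list alone. Examples are Dnajb5 (0.42) and Hsph1 (0.59), and Dnajb5 was called without BACHD young 3 (0.49). The list was called in limma's camera test (adjusted p = 4.26e-05), also with each young array left out in turn, and it gave adjusted p = 0.515 with an estimated correlation. Hspb2, a small heat shock protein of muscle, was 10.02 ± 0.11 in young BACHD and 9.92 ± 0.17 in young WT hearts (normalized log2 expression, SD, n = 4). Its log2 differences of 0.099 in young hearts (adjusted p = 0.976) and -0.27 in aged hearts (adjusted p = 0.649) did not pass. Manba, the lysosomal beta-mannosidase, was lower in BACHD hearts at both ages, by a log2 difference of -0.38 in young (standard error 0.083, adjusted p = 0.766) and -0.41 in aged hearts (adjusted p = 0.259), and these calls held with each array left out in turn. Its other probe had -0.27 in young hearts, not called, and -0.44 in aged hearts. Of 39 lysosomal genes, Manba alone was called in young hearts (1 when adjusted over the list alone), and the list was not (median -0.0017, adjusted p = 0.663). In aged hearts, 2 of the list were lower, Manba and the protease Ctsc (-0.30), and 1 was higher, Atp6v1d, a subunit of the proton pump (0.35), with 36 not called (adjusted p = 0.773, 2 lower and 1 higher when adjusted over the list alone). The call of Ctsc ended without WT aged 1, BACHD aged 1 or BACHD aged 2 (-0.34 to -0.25). Of the other 2 probes of Ctsc, 1 was called as well. The calls of Manba at both ages and those of Ctsc and Atp6v1d ended with median scaling in place of quantile normalization.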

Recent evidence supports a role for Hsp70 in heart hypertrophy [38], coherently, we found elevated levels of of this protein in aged mutant hearts (Fig 8B). We found that the total number of gene changed is higher in the aged hearts. In fact, there are 105 genes changed in the young comparison while 254 genes changed in the old comparison. It is worth emphasizing that age might dampen the HD signature in the older hearts (15mo of age). Yet, we found that *Acot1* is down-regulated in the old heart of BACHD mice. 

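Of the called probes, 8 were called at both ages, where independent lists of these sizes would share 1.11. No array is in both comparisons, but both use 1 variance estimate for each probe, so the lists are not fully independent, and 7 were shared when each age was fitted on its own 8 arrays. The shared genes were Abat, Mpv17l and Pdzd3, higher at both ages, Abcd3 and Manba, lower at both, and Rragd, Slc17a5 and Zfp933, lower in young and higher in aged BACHD hearts. Independent lists would give 0.324, 0.234 and 0.294 probes in these 3 classes. Of 100 drawn pairs of splits of the arrays, 13 gave as large an overlap in one direction (5, highest other 15), so chance could not be excluded. Rragd, a GTPase that recruits mTORC1 to the lysosome, had log2 differences of -0.46 and 0.47, and the difference between the ages was 0.93 (standard error 0.13, adjusted p = 0.0576). Slc17a5, the sialic acid exporter of the lysosome, had -0.36 and 0.47 (difference 0.83, adjusted p = 0.485). In the test of whether the genotype effect differed between the ages, 157 probes of 150 named genes were called, 79 with a higher and 78 with a lower effect in aged hearts. None passed an adjusted p of 0.05 in limma, and 1590 had an unadjusted p under 0.05. Without BACHD aged 3, 331 probes were called. The other genes of that test include Nmral1, a sensor of the redox state (1.01), and Hr, a corepressor of nuclear receptors (-0.90). The brighter probe of Hr was not called at either age. With median scaling 3 probes were called at both ages and 95 in the test of the difference, with the dim probes left out 87 in that test, and without the 4 aged arrays of raised atrial markers, a choice made after seeing the data, 323.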

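In aged hearts, Acot1 was 11.12 ± 0.18 in BACHD and 11.88 ± 0.64 in WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of -0.76 (standard error 0.23, adjusted p = 0.555, exact permutation p = 0.0857). A second probe of Acot1, also detected on all arrays, had -0.77 in aged and -0.64 in young hearts and was not called at either age. The test of the difference between the ages gave -0.34 for the main probe (adjusted p = 0.913). The call in aged hearts ended without WT aged 2, WT aged 3, BACHD aged 1, BACHD aged 2, BACHD aged 3 or BACHD aged 4, with log2 differences of -0.98 to -0.49. It also ended with an offset of 50 in the background correction (-0.76), with median scaling (-0.72), with array weights (-0.73), with trended and robust variances and with the 8 aged arrays alone.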

A decrease in *Acot1* expression is associated with cardiac myopathy and damage [39]. Therefore, our microarray supports the assertion that the hearts of BACHD mice have higher risk of fibrosis and arrhythmia since young age, and it contributes to increased susceptibility to cardiac dysfunction with age.

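The list of interferon response genes was called in opposite directions at the 2 ages by camera, and at neither with an estimated correlation. In young hearts, 19 of 25 had a positive log2 difference with a median of 0.17 (adjusted p = 0.0162 in limma's camera test, adjusted p = 0.873 with an estimated correlation), and in aged hearts 18 were negative with a median of -0.14 (adjusted p = 0.00345, adjusted p = 0.504 with an estimated correlation). In aged hearts, the mean log2 expression of the list was 7.26 on BACHD aged 3, in the range of the other WT arrays (7.17 to 7.30), and 6.96 on WT aged 4, in that of the other BACHD arrays (6.82 to 6.97). No member was called at either age, also when adjusted over the list alone. The test of the difference between the ages gave a median of -0.34 (adjusted p = 1.50e-04, adjusted p = 0.482 with an estimated correlation). Ifit3, an antiviral protein induced by interferon, had 0.29 and -0.49, and Usp18, which limits interferon signaling, had 0.31 and -0.32. The call in young hearts ended without WT young 1 (adjusted p = 0.0898), WT young 4 (0.201), BACHD young 2 (0.110), BACHD young 3 (0.123) or BACHD young 4 (0.0535) and with median scaling, and that in aged hearts without WT aged 3 (0.131). Of 16 macrophage markers, 1 was lower in aged BACHD hearts, the surface receptor Adgre1 (-0.61, call ended without WT aged 2, WT aged 4 or BACHD aged 1), and 13 were negative with a median of -0.15 (1 called when adjusted over the list alone). That list was called as lower (adjusted p = 0.00582, adjusted p = 0.504 with an estimated correlation), but not without BACHD aged 1 (adjusted p = 0.158) or BACHD aged 2 (0.0655), the BACHD arrays on which its mean lay below the WT arrays. Of the inflammatory mediators, none was called in aged hearts (median -0.042, adjusted p = 0.178, 0.0409 without WT aged 1). The Il6 probe was detected on no array (log2 differences 0.045 and 0.023), and Ccl5, the gene of the chemokine RANTES, had -0.21 and -0.29, neither past the threshold. These are RNA levels in the heart, while the paper measured the proteins in the serum of a separate cohort. The call of Adgre1 also ended with median scaling, and its other probe detected on all arrays had -0.20 and was not called.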

The microarray analysis found that the transcription of a number of genes involved in the inflammatory response were altered, which led us to measure cytokine levels in the serum of BACHD mice. Parallel to microarray results, we found increased IL-6 levels as well as decreased RANTES in the serum of non-stimulated BACHD mice early in the disease progression (Fig 7). IL-6 is a pro-inflammatory cytokine, which has been involved in cardiac remodeling by inducing Lv hypertrophy and increasing collagen deposits [40] and therefore could contribute to the cardiac pathology in BACHD mice. Increased levels of IL-6 have been detected in the plasma and brain tissue of HD patients [41, 42], with indications that the dysregulation begins during pre-symptomatic stages of the disease [43]. Consistent with our results, RANTES/CCL5 secretion from astrocytes of R6/2 is also reduced. The effects of altered RANTES levels in serum on cardiovascular health continue to be explored, but there is evidence that reduced RANTES is associated with myocardial infarction, atherosclerosis and cardiac mortality [44] and therefore could also contribute to the cardiac pathology in HD.

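Of the 20 probes that Table 8 lists for apoptosis in young hearts, all kept the paper's direction, 7 passed the threshold as higher in BACHD, 7 as lower and 6 did not pass. Of the 45 listed for aged hearts, again all with the paper's direction, 17 passed as higher, 10 as lower and 18 did not. None passed an adjusted p of 0.05 in limma. In young hearts, Ciao3, a protein of iron-sulfur cluster assembly, was higher (0.60, standard error 0.13, adjusted p = 0.766), and Tnfrsf19, a receptor of the TNF receptor family, was lower (-0.67, standard error 0.17, adjusted p = 0.849). In aged hearts, Ncam1, a neural cell adhesion molecule, was higher (0.52, adjusted p = 0.423), as was Fshr, the receptor of follicle-stimulating hormone (0.34, adjusted p = 0.320), on a probe that no array detected. The sizes for Ciao3, Tnfrsf19, Ncam1 and Fshr depend on the background. The paper's log2 differences of 0.173, -0.198, 0.148 and 0.155 were met within the spread with no background correction. The probe of Ciao3 was detected on 4 arrays, its brighter probe had 0.091, and no other probe of these 4 genes was called. The groups did not overlap for 13 of the 20 probes in young and 31 of the 45 in aged hearts. With each array left out in turn, 6 of the 14 calls in young and 7 of the 27 in aged hearts held. The study chose these genes on the same arrays, so their directions are not independent evidence.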

Compared with age-matched hearts of WT controls, our microarray analysis reveals down-regulation of genes that suppress apoptosis pathway and up-regulation of genes that promote apoptosis pathway in both young and aged hearts of the BACHD mice (Table 8). The findings from the young heart were intriguing. For example, as early as 3 mo of age, the expression of *Bcl2l12* is down-regulated while the expression of *Tnfrsf25* and *Irf5* are up-regulated in BACHD hearts. 

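Bcl2l12 was 4.94 ± 0.21 in young BACHD and 5.64 ± 0.55 in young WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of -0.70 (standard error 0.20, adjusted p = 0.969), on a probe detected on 2 of the 16 arrays. Its brighter probe, detected on 13 arrays, had 0.15 and was not called. The interferon regulatory factor Irf5 was 6.12 ± 0.19 in BACHD and 5.56 ± 0.37 in WT hearts (SD, n = 4), a log2 difference of 0.56 (standard error 0.15, adjusted p = 0.913). The sizes for Bcl2l12 and Irf5 depend on the background. The paper's log2 differences of -0.213 and 0.182 were met within the spread with no background correction. In aged hearts, Irf5 had -0.44, Bcl2l12 0.024 and Tnfrsf25 -0.15. The genotype effect of Irf5 differed between the ages (-0.99, adjusted p = 0.643), while the differences of Bcl2l12 (0.72) and Tnfrsf25 (-0.92) did not pass that test. The calls of Bcl2l12 and Irf5 in young hearts ended without WT young 2, WT young 4, BACHD young 1 or BACHD young 2 (log2 differences -0.90 to -0.54 and 0.41 to 0.71).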

Bcl2l12 is an anti-apoptotic factor that acts as an inhibitor of caspases 3 and 7 in the cytoplasm. In the nucleus, it binds to the tumor suppressor p53, preventing its association with target genes. Overexpression of this gene has been detected in a number of different cancers. On the other hand, *Tnfrsf25* is a member of the TNF-receptor superfamily. This receptor has been shown to stimulate NF-kappa B activity and regulate cell apoptosis. Therefore, Tnfrsf25 has been shown to involve TNF-mediated signal pathway and promote apoptosis process. Similarly, *Irf5* is a member of the interferon regulatory factor family, a group of transcription factors with diverse roles, including virus-mediated activation of interferon, and modulation of cell growth, differentiation, apoptosis, and immune system activity. In short, our microarray findings support that promoted apoptosis process of BACHD young heart may increase the susceptibility of fibrosis in BACHD mice. Western blot data confirmed that the levels of the apoptotic marker Caspase 3 were indeed elevated in the BACHD heart (Fig 8A).

**Table 8:** List of apoptosis related genes altered in BACHD ventricles compared to WT at the same age.

Probe	Accession	Enzyme name	Symbol	Fold Change	*P* value
**Young Hearts (3 mo)**					
ILMN_1225608	NM_008679	Nuclear Receptor Coactivator 3	Ncoa3	-0.179	0.00107
ILMN_3079866	NM_009845.1	Cluster of Differentiation-22	Cd22	-0.155	0.00138
ILMN_3035162	NM_133220.2	Serum/Glucocorticoid Regulated Kinase 3	Sgk3	-0.178	0.00145
ILMN_2943477	NM_025304.3	Leucine Carboxyl Methyl Transferase 1	Lcmt1	-0.163	0.00157
ILMN_2793522	NM_013869.3	Tumor Necrosis Factor Receptor Superfamily, Member 19	Tnfrsf19	-0.198	0.00251
ILMN_1247125	NM_025923.2	Fanconi Anemia, Complementation Group L	Fancl	-0.174	0.00262
ILMN_2776952	NM_009687	Apurinic/Apyrimidinic Endonuclease 1	Apex1	-0.145	0.00294
ILMN_2675776	NM_023879	Retinitis Pigmentosa GTPase Regulator Interacting Protein 1	Rpgrip1	-0.117	0.00406
ILMN_1236489	NM_029410.1	BCL2-like 12	Bcl2l12	-0.213	0.00435
ILMN_2866752	NM_007530.2	B-cell Receptor-associated Protein 29	Bcap29	-0.149	0.00435
ILMN_1234453	NM_016809.2	RNA Binding Motif Protein 3 (Rbm3)	Rbm3	-0.553	0.00466
ILMN_2749737	NM_031843.2	Dipeptidylpeptidase 7	Dpp7	0.207	0.00038
ILMN_2726837	NM_008726.2	Natriuretic Peptide Precursor Type B	Nppb	0.466	0.00083
ILMN_1232240	NM_026238.2	Nuclear Prelamin A Recognition Factor-like	Narfl	0.173	0.00106
ILMN_1248293	NM_009534.1	Yes-associated Protein 1	Yap1	0.29	0.00236
ILMN_2621752	NM_012057.1	Nterferon Regulatory Factor 5	Irf5	0.182	0.00261
ILMN_2829594	NM_010479.2	Heat Shock Protein 1A	Hspa1a	1.42	0.00284
ILMN_2510383	NM_033042.2	Tumor Necrosis Factor Receptor Superfamily, Member 25	Tnfrsf25	0.259	0.00307
ILMN_2735350	NM_011819.1	Growth Differentiation Factor 15	Gdf15	0.376	0.00337
ILMN_2611812	NM_027395	Membrane Attached Signal Protein 1 (Basp1)	Basp1	0.152	0.00426
**Aged Hearts (15 mo)**					
ILMN_2886828	NM_011243.1	Retinoic Acid Receptor, Beta	Rarb	-0.371	0.00194
ILMN_2968211	NM_010706.1	Lectin, Galactose Binding, Soluble 4	Lgals4	-0.366	0.00222
ILMN_1229161	NM_007932	Endoglin	Eng	-0.356	0.00258
ILMN_1235374	NM_026172.3	2,4-Dienoyl CoA Reductase 1	Decr1	-0.311	0.0029
ILMN_2657175	NM_007585.2	Annexin A2	Anxa2	-0.292	0.00482
ILMN_2623591	NM_009685.1	Amyloid Beta (A4) Precursor Protein-binding, Family B, Member 1	Apbb1	-0.283	0.0013
ILMN_2724942	NM_008968.2	Prostaglandin I2 (prostacyclin) Synthase	Ptgis	-0.27	0.00382
ILMN_2594714	NM_011809.2	E26 Avian Leukemia Oncogene 2	Ets2	-0.255	0.00291
ILMN_2613904	NM_024441.1	Heat Shock Protein 2	Hspb2	-0.241	0.00456
ILMN_2592093	NM_018854.3	Intraflagellar Transport Protein 20	Ift20	-0.235	0.00103
ILMN_2724386	NM_177613.2	Cell Division Cycle 34	Cdc34	-0.222	0.0034
ILMN_2991107	NM_029342.3	Non-Homologous End-Joining Factor 1	Nhej1	-0.218	0.00051
ILMN_2589651	NM_008486.1	Alanine Aminopeptidase	Anpep	-0.204	0.00129
ILMN_2480180	NM_016862	Vesicle Transport Through Interaction with t-SNAREs 1A	Vti1a	-0.186	0.00377
ILMN_2678336	NM_007795.1	Cardiotrophin 1	Ctf1	-0.185	0.00316
ILMN_1223738	NM_011034.2	Peroxiredoxin 1	Prdx1	-0.168	0.00383
ILMN_2726271	NM_133205.1	Arrestin 3, retinal	Arr3	-0.164	0.00463
ILMN_1228796	NM_023179.2	ATPase, H+ Transporting, Lysosomal V1 Subunit G2	Atp6v1g2	-0.162	0.00392
ILMN_2598703	NM_010509.1	Interferon (alpha and beta) Receptor 2	Ifnar2	-0.148	0.00378
ILMN_1224846	NM_153785.1	Cyclin-dependent Kinase-like 3	Cdkl3	0.138	0.00139
ILMN_2722864	NM_010875	Neural Cell Adhesion Molecule 1	Ncam1	0.148	0.00304
ILMN_1228881	NM_013523.2	Follicle Stimulating Hormone Receptor	Fshr	0.155	0.00105
ILMN_1216788	NM_172773.1	Solute Carrier Family 17	Slc17a5	0.163	0.00124
ILMN_1215951	NM_138315.1	Microtubule Associated Monoxygenase, Calponin and LIM Domain Containing 1	Mical1	0.176	0.00473
ILMN_2667369	NM_022305.2	Beta-1,4-Galactosyl Transferase 1	B4galt1	0.186	0.00159
ILMN_2594450	NM_008960	Phosphatase and Tensin Homolog	Pten	0.188	0.00329
ILMN_2680549	NM_029094.1	Phosphatidylinositol-4,5-bisphosphate 3-kinase Catalytic Subunit Beta Isoform	Pik3cb	0.197	0.00383
ILMN_3097726	NM_178846.1	Guanine Nucleotide Binding Protein-like 3	Gnl3	0.203	0.00303
ILMN_2661125	NM_019791.1	Melanoma Antigen, Family D, 1	Maged1	0.205	0.00082
ILMN_1229318	NM_172665.1	Pyruvate Dehydrogenase Kinase, Isoenzyme 1	Pdk1	0.209	0.00393
ILMN_2840091	NM_011673.2	UDP-glucose Ceramide Glucosyltransferase	Ugcg	0.215	0.00459
ILMN_1250213	NM_019464.1	SH3-domain GRB2-like B1	Sh3glb1	0.221	0.00444
ILMN_1220096	NM_028193.1	Belgischer Rundfunk 1	Brf1	0.232	0.00173
ILMN_1235481	NM_021880.1	Protein Kinase, cAMP Dependent Regulatory, Type I, Alpha	Prkar1a	0.239	0.00126
ILMN_1259127	NM_026602.1	Breast Carcinoma Amplified Sequence 2	Bcas2	0.297	0.0031
ILMN_1259174	NM_009132.1	Scinderin	Scin	0.308	0.00243
ILMN_2727503	NM_008343	Insulin-like Growth Factor Binding Protein 3	Igfbp3	0.314	0.0041
ILMN_1224768	NM_133838	EH-domain Containing 4	Ehd4	0.336	0.00101
ILMN_2676606	NM_181848.3	Optineurin	Optn	0.34	0.00175
ILMN_2434472	NM_009413.1	Tumor Protein D52-like 1	Tpd52l1	0.388	0.0024
ILMN_2716567	NM_009761.2	BCL2/Adenovirus E1B Interacting Protein 3-like	Bnip3l	0.391	0.00071
ILMN_2728729	NM_011521.1	Syndecan 4	Sdc4	0.444	0.0014
ILMN_1226016	NM_198885.2	Scleraxis	Scx	0.458	0.00035
ILMN_2625451	NM_013468.2	Ankyrin Repeat Domain 1	Ankrd1	0.559	0.00391
ILMN_3161547	NM_008725.1	Natriuretic Peptide Type A	Nppa	1.316	3.00E-04

Many studies on HD are focused on the pathology in the brain, but it is becoming clear that the heart is highly susceptible to the effects of mHTT. 

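In aged hearts, the list of mitochondrial fatty acid oxidation was called as lower in BACHD by camera. Of 28 measured, 3 were called, Acot1, Cpt2 and Slc22a5, 25 were not (4 lower when adjusted over the list alone), and 20 had a negative log2 difference, with a median of -0.12 (adjusted p = 1.27e-04 in limma's camera test, adjusted p = 0.270 with an estimated correlation). Slc22a5, the carnitine transporter of the cell membrane, was 9.27 ± 0.16 in BACHD and 9.75 ± 0.14 in WT hearts (normalized log2 expression, SD, n = 4), a log2 difference of -0.48 (standard error 0.082, adjusted p = 0.138), and its call held with each aged array left out in turn. Its other probes had -0.42 and -0.0070 and were not called. Cpt2, a carnitine palmitoyltransferase of mitochondria, was lower by a log2 difference of -0.32, a call that ended without WT aged 2, WT aged 3, WT aged 4, BACHD aged 1, BACHD aged 2 or BACHD aged 4 (-0.40 to -0.23). Of 18 genes of peroxisomal fatty acid metabolism, 2 were lower, Abcd3 (-0.46, standard error 0.080, adjusted p = 0.138) and the carnitine acetyltransferase Crat (-0.31, call ended without WT aged 1, WT aged 3, BACHD aged 1, BACHD aged 2 or BACHD aged 4), and 16 were not called (2 when adjusted over the list alone). That list was lower (median -0.092, adjusted p = 0.0115, adjusted p = 0.290 with an estimated correlation), but not without WT aged 3 (adjusted p = 0.260) or BACHD aged 3 (0.0657), with median scaling, or with the level of liver genes as a covariate, a choice made after seeing the data (adjusted p = 0.112). WT aged 3 had the highest mean of the list (8.60, 8.13 to 8.29 on the other aged arrays) and of the liver genes (6.23, 4.84 to 5.29 on the others). The mitochondrial list stayed lower with that covariate (adjusted p = 7.09e-04). Of 65 genes of oxidative phosphorylation, none was called in young (median -0.018, adjusted p = 0.554) or aged hearts (median -0.0088, adjusted p = 0.608). The genes of glycolysis and glucose uptake had none called in aged hearts (median -0.0067, adjusted p = 0.608).
In young hearts, 2 of the 28 genes of mitochondrial fatty acid oxidation were lower, Hadh and Acadl, and 26 were not called (1 when adjusted over the list alone). The median was -0.017, the mean -0.14 and adjusted p = 0.0858, which was 0.0338 without WT young 1 and 0.0315 without BACHD young 4. Of the peroxisomal genes, Abcd3, a fatty acid transporter of the peroxisome, alone was called (-0.31, call ended without WT young 1, WT young 3, BACHD young 3 or BACHD young 4, 1 when adjusted over the list alone, median -0.024, adjusted p = 0.876). The test of the difference between the ages gave adjusted p = 0.296 for fatty acid oxidation and 0.193 for the peroxisomal list, neither called. With an estimated correlation fatty acid oxidation gave adjusted p = 0.873 in young hearts. At the preset correlation it was called there as lower with median scaling (adjusted p = 0.0278), as it was with the 8 young arrays alone (adjusted p = 0.0377). Median scaling ended the calls of Abcd3 at both ages and of Crat and Cpt2 in aged hearts.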

Like the brain, the heart is a highly metabolic organ and our microarray studies suggest alterations in metabolic pathways in the hearts of BACHD mice. Mismatches in energy supply and demand can lead to ROS generation, cardiomyocyte damage and heart failure [45]. In addition, there are indications of changes in insulin sensitivity and misregulation of plasma glucose levels in HD patients [46], contributing to energy mishandling and cardiac pathology. Lastly, the state of the immune system is closely associated with the cardiac health, and the observed imbalances in immune factors may be driving pathogenesis. With HD, there are multiple insults that may be leading to cardiac pathology and each of these factors would likely need to be addressed in order to help manage cardiovascular concerns in the HD patient population. Overall, our data suggest that monitoring of the cardiovascular system in HD patients should start at an early age in order to intervene or slow down the progression of cardiovascular disease and delay or prevent early death. It is also worth considering that a compromised cardiovascular system could contribute to a decline in nervous system performance and result in cognitive dysfunction.

How the deposited data were processed for this re-analysis (not part of the article)

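Gene expression was measured on Illumina MouseRef-8 v2.0 bead arrays in the ventricles of 16 mice, 4 in each of the groups WT at 3 mo, BACHD at 3 mo, WT at 15 mo and BACHD at 15 mo, with 1 array for each mouse. The group and the replicate number of each array came from the sample labels, which call the mice young and old, and the ages from the methods of the paper. The methods count 4 mice per group from a cohort separate from the functional studies, and each array was taken as 1 mouse.

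The authors extracted the bead signals with BeadStudio and deposited them as signal intensity for each of 25697 probes, without background correction or normalization, together with a detection p-value for each probe and array. The authors also deposited processed values on the log2 scale. Recomputing the log2 of the intensity and quantile normalizing the 16 arrays gave these values to within 5.0e-09, so they hold no background correction and no centring. The normalization and background correction behind the paper's values are not named in the paper's text, which states Bioconductor, an inspection of inter-array Pearson correlation, limma with a Bayesian estimate of the contrast and a P threshold of 0.005. The version of BeadStudio is not given in the sources used here.

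From the deposited intensity, the background was corrected with normexp, with the negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2 (neqc of limma 3.58.1 in R 4.3.3). Every probe entered one linear model with the 4 groups, and 5 contrasts were taken from it: BACHD against WT at each age, aged against young in each genotype, and the difference of the genotype effect between the ages. The main threshold was P below 0.005 without adjustment, as in the methods, and p-values adjusted by Benjamini-Hochberg were compared with 0.05. A probe was taken as detected on an array at a detection p-value below 0.01. Exact permutation tests of single genes were two-sided over the 35 splits of 8 arrays into 4 and 4, each split counted once with its mirror, so the smallest p they give is 0.0286. Names came from the platform annotation, which gives 1 symbol for 23978 probes, several for 0 and none for 1719, and covers 16593 symbols. Of the probes with a symbol, 23962 were matched by gene ID to the RefSeq table, and 0 symbols needed an update.

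A set of 32 gene lists, 20 of pathways and 12 of cell types that a ventricle sample could hold, was written from general knowledge. The paper's values had been seen by then. Some members are genes the paper names from these arrays, among them Tnfrsf25, Bnip3l, Bcl2l12, Baiap2, Manba, Abcd3, Slc22a5 and P4ha1. Calls of such members, and tests of the lists that hold them, are not fully independent of the arrays. Of the 725 members of the lists, 646 had a named probe and 79 had none, and 11 genes stand in more than 1 list. Each gene was represented by its probe of highest mean expression. The lists were tested with camera of limma at a preset correlation of 0.01, with adjustment over the 32 lists, and again with an estimated correlation and with fry. The design covered list tests for the 4 comparisons, and those for the difference between the ages were added later, with no array left out. The genes named in the text follow a rule: every gene the paper names from the arrays in its text and in Tables 6 to 8, on the paper's probe, whose values in the paper had been seen; for each contrast the 10 higher and 10 lower probes of smallest P past the threshold; Hspa1a, Nppb, Kcnip2, Acot1, Tbp, B2m, Htt, Il6 and Ccl5; and of each list up to 4 members past the threshold with the largest differences, or where none passed up to 2 of smallest P. Outside the tables, the brightest probe stands for a gene, and other probes are given where they differ in direction or call. A further gene that the rule names and 1 value of the tables are not reported here.

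The method was tested on simulated data. In the young comparison, with 200 of 25697 probes changed, 43 of 67 probes with a log2 change of 0.5 were called at the threshold without adjustment and 27 at the adjusted one, 62 and 54 of 67 with a change of 1, and 65 of 66 with a change of 2. Of the 25497 probes left unchanged there, 158 were called, 12 of them at the adjusted threshold. In the aged comparison with no probe changed, 159 of 25697 were called, and 0 at the adjusted threshold. A gene list shifted by 0.3 was called in the aged comparison, and 0 of the other 31 lists were. The simulated noise was drawn independently for each probe, so false list calls from correlated genes were not tested.

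The 120 pairs of arrays had correlations of 0.984 to 0.994 over all probes, and no array was a copy of another. The alternatives tried were no background correction, an offset of 50, the authors' processed values, median scaling in place of quantile normalization, only probes detected on at least 4 arrays, only the 8 arrays of a comparison, array weights, trended and robust variances, the replicate number as a block, each array left out in turn, probes averaged per gene symbol, and other thresholds for the overlap. After the data had been seen, the counts were also run without replicate 1 of both young groups, without the 4 aged arrays of raised atrial markers, and with the level of Dbp, of Myl7 or of liver genes as a covariate. Without those 4 arrays, only WT aged 1, WT aged 3, BACHD aged 1 and BACHD aged 2 remained in the aged groups. The slide of each array is not given in the sources used here, so no slide block was fitted. The pathway software of the paper was not used here, and the quantitative PCR and the cytokine measurements were not analysed here.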

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

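Chosen only after the results were seen were the tests of a heat shock response in single hearts and of atrial tissue in the ventricle samples, the list tests of the difference between the ages, the counts with Dbp or Myl7 as a covariate, and those without the 4 aged arrays of raised atrial markers.

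Whether chance can be excluded was asked of each count by splitting the same 8 arrays in all 35 ways into 4 and 4. For the genotype in young hearts it could not: 14 splits gave as many called probes as the labels (124, highest other 415) and 11 gave as many called lists (3, highest other 5). It could not for the genotype in aged hearts either, where 5 splits gave as many probes (230, highest other 517) and 4 as many lists (8, highest other 12). The largest split of the young arrays set WT young 1, WT young 3, BACHD young 1 and BACHD young 2 against the rest, and that of the aged arrays WT aged 1, WT aged 2, WT aged 3 and BACHD aged 3, with 56 probes past an adjusted p of 0.05. The latter exchanges WT aged 4 and BACHD aged 3. Both also lie on the other group's side in the means of the collagen, fibroblast and interferon lists. In the mean of the mitochondrial fatty acid oxidation list both lay on their own side. There WT aged 4 (11.48) was above every aged BACHD array, and BACHD aged 3 (11.35) was below every aged WT array. The lists differ in this, so an exchange of the labels of these arrays stays open. The collagen and fibroblast lists share genes and are not separate evidence. Myh7 cannot decide it, since it was low on both arrays. It was 7.19 on WT aged 4, the lowest of the aged arrays, and within the WT range on BACHD aged 3. The largest split of the young arrays called several times the real count, and what drives the largest splits was not tested. For age, chance could be excluded for probes, since 1 split, the real one, gave as many in WT (711, highest other 299, and 183 adjusted, highest other 1) and in BACHD hearts (1324, highest other 552, and 771 adjusted, highest other 0). It could not be excluded for the lists called with age, in WT (8, reached by 7 splits, highest other 10) or BACHD hearts (7, reached by 4 splits, highest other 8). Of 100 drawn pairs of splits, 26 gave as many probes in the test of the difference between the ages (157, highest other 529) and 13 as large an overlap in one direction (5, highest other 15), so chance could not be excluded for either.

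The comparison of young and aged BACHD hearts, which the paper does not report, called 1324 probes, 771 of them past an adjusted p of 0.05 (302 without BACHD aged 4 to 1195 without BACHD aged 3). With the level of Dbp as a covariate 369 probes were called there and 555 of 711 in WT hearts, and with the level of Myl7 the numbers were 1160 and 650. Of 50 probes matched to Dbp in their change with age, 28 left as few calls or fewer in the BACHD comparison (188 to 806, median 344.5), so for it the time of day at collection cannot be told apart from age.

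The genotype effect differed between the ages for 5 gene lists in camera, with adjusted p = 1.50e-04 for the interferon response (median log2 difference -0.34), 0.00107 for collagen and extracellular matrix (-0.17), 0.00267 for immediate early genes (-0.27), 0.00499 for heat shock proteins and chaperones (-0.12) and 0.0132 for red blood cell markers (0.43). Each gave adjusted p = 0.482 with an estimated correlation. Single members past the threshold were P4ha1 and Tgfb3 of the collagen list and Dnajb5 of the heat shock list, all with a lower effect in aged hearts. The calls of P4ha1 and Tgfb3 held with each of the 16 arrays left out in turn, and that of Dnajb5 ended without WT aged 1, WT aged 2, WT aged 4, WT young 3, WT young 4, BACHD aged 1, BACHD aged 3, BACHD aged 4, BACHD young 1, BACHD young 2 or BACHD young 4 (-0.81 to -0.57).

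Single arrays far from the others of their group, which chance gives in about 1 of 20 groups, were found for 10 of 128 list means (6.4 expected), 9 of 116 gene values (5.8 expected) and 0 of 12 array measures (0.6 expected). Among the list means, the fetal and stress program was at 11.22 on WT aged 3 (10.86 to 10.92 on the others), the endoplasmic reticulum stress response at 7.82 on WT aged 2 (7.68 to 7.69 on the others) and the macrophage markers at 7.48 on WT aged 1 (7.55 to 7.56 on the others). In young WT hearts, the apoptosis-inhibiting genes were at 7.88 on WT young 2 (7.78 to 7.79 on the others) and the proteasome genes at 10.3 on WT young 4 (10.23 to 10.24 on the others). In young BACHD hearts, the apoptosis-promoting genes were at 7.11 on BACHD young 3 (7.15 to 7.15 on the others) and the smooth muscle markers at 7.84 on BACHD young 4 (8.07 to 8.11 on the others). In aged BACHD hearts, the skeletal muscle markers were at 6.61 on BACHD aged 1 (5.85 to 5.88 on the others), the lung markers at 4.45 on BACHD aged 4 (4.54 to 4.55 on the others) and the nerve and glia markers at 4.77 on BACHD aged 4 (4.86 to 4.87 on the others). Among single genes of the aged BACHD hearts, Sgk3 was at 4.51 on BACHD aged 3 (5.02 to 5.09 on the others), Bcl2l12 at 4.88 on BACHD aged 3 (5.22 to 5.29 on the others) and Tnfrsf25 at 5.00 on BACHD aged 4 (5.62 to 5.72 on the others). Of the young BACHD hearts, Apex1 was at 8.85 on BACHD young 2 (9.00 to 9.03 on the others) and Hspa1a at 5.92 on BACHD young 1 (9.23 to 9.78 on the others). Of the aged WT hearts, Hspa1a was at 6.11 on WT aged 2 (5.68 to 5.74 on the others), Hadh at 6.05 on WT aged 3 (6.96 to 7.12 on the others) and Baiap2 at 4.70 on WT aged 1 (5.45 to 5.49 on the others), and of the young WT hearts Hspb2 was at 10.17 on WT young 4 (9.82 to 9.85 on the others).

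Hspa1a in young hearts was 5.92 on BACHD young 1, below the other BACHD arrays, and 8.28 on WT young 1, above the other WT arrays (5.23 to 6.25). Exchanging the labels of these 2 arrays gave 84 called probes in place of 124. That count decides nothing, since the 35 splits gave 61 to 415 and 14 of them reached 124, so an exchange of labels stays open. The mean of the immediate early genes parted the groups as labelled (7.09 on WT young 1, 7.29 on BACHD young 1). So did the mean of the fetal and stress program (10.87 and 10.95), and no other list mean did. The first list was called under these labels and the second holds Nppb, so neither decides it. Nppb, which the paper's PCR also found higher in BACHD hearts (Fig. 6), separated the 4 BACHD from the 4 WT arrays under the labels as given (exact permutation p = 0.0286). Nppb cannot decide it either, since the paper chose it from these arrays under these labels. The PCR used the same extracted RNA, so an exchange before that step would show in both. The other 26 members of the heat shock list followed Hspa1a in its deviations from the group means over the 8 young arrays, with a median correlation of 0.26, 18 positive, and a percentile of 99.84 among 10000 random lists matched on mean level (0.152 at the upper end of their middle 95%), and Dnajb1 had 0.996. A candidate explanation is therefore a heat shock response that was active to a varying degree in single hearts at collection. How many hearts of each genotype had it stays open, since the mean of the list was 9.82 on WT young 1 and 9.82 on WT young 4, above BACHD young 1 (9.76), while Hspa1a was 6.25 on WT young 4. An effect of genotype on that response stays open and was not tested apart from it.

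Nppa and Myh7 were called as higher in aged BACHD than in aged WT hearts, with BACHD aged 3 within the WT range for both, on arrays of which 4 had raised atrial markers, WT aged 2, WT aged 4, BACHD aged 3 and BACHD aged 4. Atrial tissue in the BACHD samples would raise the atrial markers with them, and the median log2 difference of the 7 markers was -0.071, with -0.71 for Myl7 and -0.86 for Myl4, which argues against it (without WT aged 1 the list was called as lower in BACHD, adjusted p = 0.0293). On BACHD aged 1 and BACHD aged 2, where the mean of the markers was 6.10 and 6.07, Myh7 was 9.67 and 10.26, above every aged WT array. A single array as the cause is argued against as well, since leaving out any of the 8 aged arrays ended the call of neither gene (0 arrays for either). An effect of genotype at 15 mo on these fetal genes may remain as a hypothesis, found and tested on the same arrays, and the splits above do not exclude chance for the aged comparison as a whole.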

How the results depend on the processing

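Leaving out the replicate 1 arrays or the atrial arrays and adding a covariate were settings chosen only after the results were seen. No call of a named gene or list turned its direction in the planned settings, and no list call did with a covariate or without the atrial arrays. Named genes were not followed in the settings chosen later or with probes averaged per gene, nor lists without the replicate 1 arrays. Of the 503 results for named genes, 484 kept their side of the threshold with array weights, 477 with an offset of 50, 462 with no background correction, as with the authors' processed values, 449 with trended and robust variances and 412 with median scaling, where 87 calls were lost and 4 gained. With single arrays left out, 4034 of 4616 gene results and 974 of 1024 list results did, while 459 and 23 calls were lost and 123 and 27 gained.

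With no background correction, as with the authors' processed values, 283 probes passed an adjusted p of 0.05 with age in WT hearts and 1 in the test of the difference between the ages, which also had 1 with an offset of 50, with array weights, with trended and robust variances, with dim probes left out and with probes averaged per gene. Median scaling gave 138 called probes for genotype in aged hearts, 95 for the difference between the ages, 858 for age in BACHD hearts, 314 of them adjusted, 98 adjusted for age in WT hearts and 3 called at both ages. Leaving out dim probes gave 52, 127 and 87 called probes for genotype in young and aged hearts and for the difference, with fewer probes tested. Averaging the probes of a gene gave 80 and 153 genes in young and aged hearts. Trended and robust variances gave 2 probes past the adjusted threshold in aged hearts. The 8 arrays of a comparison alone gave 102 probes adjusted for age in WT and 328 in BACHD hearts, and 5 lists in young hearts. The overlap of the ages was 111 probes at P below 0.05 and 3 at P below 0.001. Of the 26 list calls, 0 held with an estimated correlation, 0 at either age and 0 in either genotype. Fry's directional test called 6 lists, all for age in BACHD hearts, and 0 in young hearts, 0 in aged hearts and 0 for age in WT hearts. Its mixed test called 1 list in young hearts, 4 in aged hearts and 21 for age in BACHD hearts. Apart from the settings named, the cause was not tested.

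Without replicate 1 of both young groups, 1 probe passed the adjusted threshold in young hearts, 463 for age in BACHD hearts and 1 for the difference between the ages. Without the 4 aged arrays of raised atrial markers, 408 probes were called in aged hearts and 323 for the difference, and 85 passed the adjusted threshold for age in WT hearts. With Dbp as a covariate 116 probes passed it for age in WT and 14 in BACHD hearts, where 369 were called, and the overlap was 5. With Myl7 as a covariate these adjusted numbers were 107 and 455, and 1 probe passed for the difference, as 1 did with the liver genes as a covariate.

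With each array left out in turn, young hearts gave 97 to 180 called probes and 0 to 1 adjusted, the 1 without WT young 3, and aged hearts 154 to 443 and 0 to 28, the highest without BACHD aged 3, with 1 without BACHD aged 4. Age in WT hearts gave 493 to 684 and 83 to 163 adjusted, with 83 without WT young 4 and 96 without WT aged 2. Age in BACHD hearts gave 909 to 1611 and 302 to 1195 adjusted, with 380, 457 and 405 without BACHD young 2, 3 and 4 and 430, 382, 1195 and 302 without BACHD aged 1, 2, 3 and 4. The difference between the ages gave 121 to 331, the highest without BACHD aged 3, and 0 to 3 adjusted, with 3 without WT young 3 and 1 without BACHD young 3 or WT aged 4, and the overlap was 6 to 11. The called lists were 2 to 4 in young hearts, 6 to 11 in aged hearts, 6 to 13 for age in WT hearts (13 without WT aged 1) and 6 to 9 for age in BACHD hearts.

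No pairing of the mice by replicate number is given in the sources used here. Over the 24 same-numbered pairs of 2 groups the deviations from the group means had a median correlation of 0.093, 12 above 0.1, and over the 72 other pairs -0.038, 18 above 0.1. Over the same-numbered pairs of a comparison, the correlations of the deviations from the group means were -0.504 to 0.131 in young hearts, 0.053 to 0.312 in aged hearts, -0.463 to 0.076 over age in WT and 0.057 to 0.229 over age in BACHD hearts, and 7 of 16 arrays correlated best with their own number, a hint from the data and not the design. With the replicate number as a block, the counts were 161, 230, 774, 1409 and 196 called probes for genotype in young and aged hearts, age in WT and BACHD hearts and the difference between the ages, with 0, 0, 183, 789 and 0 adjusted, and 27 lists in place of 26. A slide block was not run because the slides are not given. Of the 124 called probes in young hearts, 48 were detected on no array, and the log2 difference of such a probe rests on the background correction.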

Differences from the paper's values

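All settings named here were set before the data were examined. The reading of the paper's scale was chosen after the values were seen: of the 117 distinct probes listed at an age in Tables 6 to 8, 116 have a value in the column Fold Change within 0.01 of the log2 difference of the deposited processed values, and that of Pop5 lies 0.091 away, so the column holds log2 differences and is compared on that scale. In young hearts Table 7 also gives the probe of Nppb as Pde8a, with another value, and this entry is compared as well. All values had the same sign here, and of the 117 reported, the entry included, 46 differed by more than the spread between replicates. In young hearts the paper's value and the value here, both log2 differences, were Eif1a -0.205 and -0.27, Zfp933 -0.301 and -0.69, Hadh -0.378 and -0.86, Matr3 -0.303 and -0.48, Tpd52l2 0.254 and 0.40, Dpp7 0.207 and 0.36, Ccn5 0.344 and 0.60, Pdzd3 0.258 and 0.46, Zfp638 0.299 and 0.48, Ss18 0.215 and 0.48, Snf8 0.245 and 0.43, Pofut2 0.232 and 0.42, Add1 -0.159 and -0.50, the probe the paper names Gdf15 0.376 and 1.00, the entry Pde8a on the probe of Nppb 0.24 and 0.47, Ncoa3 -0.179 and -0.55, Cd22 -0.155 and -0.32, Sgk3 -0.178 and -0.59, Tnfrsf19 -0.198 and -0.67, Fancl -0.174 and -0.44, Rpgrip1 -0.117 and -0.20, Bcl2l12 -0.213 and -0.70, Ciao3 0.173 and 0.60, Irf5 0.182 and 0.56, Tnfrsf25 0.259 and 0.78 and Basp1 0.152 and 0.34. In aged hearts they were Tlcd4 -0.319 and -0.96, Zdhhc14 -0.343 and -0.51, Pop5 -0.292 and -0.22, Nmral1 0.378 and 0.80, Arhgap9 0.405 and 0.90, Ccdc68 0.282 and 0.58, Rarb -0.371 and -0.53, Stab1 -0.166 and -0.29, Ggcx -0.252 and -0.52, Xk 0.153 and 0.34, Nhej1 -0.218 and -0.53, Anpep -0.204 and -0.61, Vti1a -0.186 and -0.32, Arr3 -0.164 and -0.50, Ifnar2 -0.148 and -0.37, Cdkl3 0.138 and 0.39, Ncam1 0.148 and 0.52, Fshr 0.155 and 0.34, Slc17a5 0.163 and 0.47 and Mical1 0.176 and 0.50.

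For all of these except Pop5 and the entry Pde8a, the value fell within the spread of the paper's with no background correction and with the authors' processed values, and with an offset of 50 for all except Pop5, the entry Pde8a, Tpd52l2, Zfp638, Tlcd4, Stab1, Xk and Ifnar2. With median scaling it did for Zdhhc14, Rarb, Ggcx and Rpgrip1 and with array weights for Ccn5, Zdhhc14, Ggcx and Rpgrip1. With single arrays left out it did without WT young 1 for Snf8, Pofut2 and Rpgrip1, without WT young 2 for Dpp7, the entry Pde8a on the probe of Nppb, Fancl and Bcl2l12, without WT young 3 for Matr3 and Ccn5, without WT young 4 for Ccn5, Rpgrip1, Bcl2l12 and Irf5, without BACHD young 1 for Hadh, Matr3, Dpp7 and Pofut2, without BACHD young 2 for Matr3, the probe the paper names Gdf15, Fancl and Tnfrsf25, without BACHD young 4 for Ccn5, the probe the paper names Gdf15, Rpgrip1 and Tnfrsf25, without WT aged 1 for Ggcx, without WT aged 3 for Zdhhc14, Pop5, Ggcx and Mical1, without WT aged 4 for Zdhhc14 and Pop5, without BACHD aged 1 for Pop5, without BACHD aged 2 for Rarb, Ggcx and Mical1 and without BACHD aged 4 for Zdhhc14, Rarb and Ggcx. The other settings, namely trended and robust variances, the replicate block, the 8 arrays of a comparison and, where the probe was kept, the filter on dim probes, left each of the 46 values apart from the paper's, and so did the settings not named for a gene.

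The paper's counts at the same threshold are 105 genes in young hearts, 254 in aged hearts and 806 with age in WT, where 124, 230 and 711 probes were called here. With no background correction and with the authors' processed values the counts were 105, 254 and 807. The paper gives 50 up-regulated and 55 down-regulated genes in young hearts, where these settings gave 55 higher and 50 lower, and 65 higher and 59 lower were called here. Of the 117 probes of the tables, 29 were not called here and were called with no background correction and with the authors' processed values. In young hearts these were Lcmt1, Apex1, Bcap29, Rbm3, Hspa1a and the probe the paper names Gdf15. In aged hearts they were Ctf1, Ptgis, Prdx1, Calr3, Hspb2, Clic5, Slc7a5, Pde8a, Ankrd1, Mybpc3, Decr1, Anxa2, Ets2, Cdc34, Vti1a, Mical1, Pik3cb, Pdk1, Ugcg, Sh3glb1, Igfbp3, Tpd52l1 and the probe the paper names Gnl3.

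The text of the paper makes 21 statements of direction for genes in young hearts, of which 8 had that sign here and 5 of these were called. Against the statements, Dpp7 and Yap1, given as down-regulated, were called as higher (0.36 and 0.39), and Sgk3 (-0.59), Bcl2l12 (-0.70), Ncoa3 (-0.55), Fancl (-0.44), Rbpj (-0.41), Cd22 (-0.32) and Rpgrip1 (-0.20), given as up-regulated, were called as lower. Naa35 (-0.21), Rbm3 (-0.62), Lcmt1 (-0.18) and Apex1 (-0.18), also given as up-regulated, were lower without a call. Table 8 of the paper gives 11 of these 13 genes, all except Naa35 and Rbpj, with the sign found here, and the discussion of the paper gives Bcl2l12 as down-regulated. Irf5 (0.56), Nppb (0.47), Tnfrsf25 (0.78) and Adam9 (0.55) were called in the direction the paper states. Kcnip2 (-0.45) and Acot1 (-0.42), given as down-regulated in young hearts by the arrays, had that sign and were not called in any planned setting that keeps all 16 arrays or the 8 young arrays. The discussion cites Hspb2 for young hearts, where it was not called (0.099), and the tables list it for aged hearts.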

Other observations

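The liver gene tests were chosen only after the result was seen. Between young and aged BACHD hearts, genes of collagen and extracellular matrix were lower with age, with 16 of 40 called, none higher and a median log2 difference of -0.22 (14 at an adjusted p of 0.05 over all probes, 18 lower and 1 higher when adjusted over the list alone). The list was called in camera (adjusted p = 1.35e-08, adjusted p = 0.212 with an estimated correlation) and in fry's directional test (adjusted p = 0.00701). P4ha1, the prolyl hydroxylase of collagen, was lower by a log2 difference of -1.35 (standard error 0.14, adjusted p = 2.53e-04), as were the collagen chaperone Serpinh1 (-1.30, adjusted p = 0.00312) and the collagen genes Col1a1 (-1.25) and Col15a1 (-1.27). In WT hearts, where P4ha1 had -0.41 (test of the difference -0.94, adjusted p = 0.643), 2 members were lower, Eln and Sparc, whose call ended without WT aged 2, WT aged 4 or WT young 3 (-0.81 to -0.60), and the list gave adjusted p = 0.00483 (adjusted p = 0.377 with an estimated correlation, 0.181 in camera without WT aged 4). Of 27 heat shock proteins and chaperones, 8 were lower in aged BACHD hearts and none was higher (5 adjusted over all probes, 9 over the list alone), with a median of -0.23 (adjusted p = 3.63e-06, adjusted p = 0.212 with an estimated correlation, 0.00701 in fry). Among them were Hspa1a (-3.07, standard error 0.73) and Hsph1 (-1.30). Of 25 interferon response genes, 6 were lower (9 over the list alone), among them the guanylate-binding protein Gbp3 (-1.14) and the ubiquitin-like Isg15 (-1.07), with a median of -0.35 (adjusted p = 2.67e-06, adjusted p = 0.289 with an estimated correlation, 0.0367 in fry). These gene calls and these 3 lists in BACHD hearts held with each of the 8 arrays left out in turn.

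The circadian clock list was called as higher in aged than in young BACHD hearts, with 3 called as higher, Dbp, Cry2 and Nr1d1, and 1 as lower, Nfil3, which represses clock targets (median 0.29, adjusted p = 0.0146, adjusted p = 0.251 with an estimated correlation, 3 higher and 1 lower when adjusted over the list alone). Dbp, a clock output factor whose level follows the time of day, differed by 2.09 (standard error 0.45, adjusted p = 0.0213), and the time of collection is not given in the sources used here. The call of Cry2 ended without BACHD aged 2, BACHD aged 4, BACHD young 2, BACHD young 3 or BACHD young 4, that of Nr1d1 without BACHD aged 1 or BACHD aged 4 and that of Nfil3 without BACHD aged 1, BACHD aged 2, BACHD aged 4, BACHD young 1, BACHD young 2 or BACHD young 3, and the list was not called with dim probes left out (adjusted p = 0.0551) and was in the other camera settings with the preset correlation (adjusted p = 0.00391 to 0.0448). Myh7 was higher in aged BACHD hearts by 3.66 (standard error 0.54, adjusted p = 0.00253), and so were Fstl4 (1.72), the glucose transporter Slc2a1 (0.68), the sodium-calcium exchanger Slc8a1 (0.59) and the potassium channel Kcnh2 (0.67). The probe of Fstl4 was detected on all aged and no young arrays, so the size of its rise rests on the background. In WT hearts, Fstl4, Slc8a1 and Kcnh2 were higher with age as well (1.28, 0.44 and 0.41), while Myh7 (1.39) and Slc2a1 (0.37) were not called, and neither difference between the genotypes was (2.27 and 0.32). The anion exchanger Slc26a6 was lower in BACHD hearts (-1.02) and not called in WT hearts (-0.36), and the test of the difference gave -0.66 (adjusted p = 0.713). The list of macrophage markers was called as lower with age in BACHD hearts (5 of 16 called, adjusted p = 5.89e-04, adjusted p = 0.472 with an estimated correlation), as was that of the endoplasmic reticulum stress response (3 of 22, adjusted p = 8.80e-04, adjusted p = 0.251 with an estimated correlation). Of 10 skeletal muscle markers, 1, Myl1, was lower (-1.05), with adjusted p = 0.0114 for the list (adjusted p = 0.501 with an estimated correlation, 0.142 in camera without BACHD young 4). Atrial markers had a median of 0.82 in the same comparison (adjusted p = 0.152). With age in WT hearts, camera also called lower macrophage markers (adjusted p = 0.00483) and cytoskeleton genes (adjusted p = 0.00658) and higher smooth muscle markers (adjusted p = 0.0154) and mitochondrial fatty acid oxidation genes (adjusted p = 0.0355), with 0.282 for the cytoskeleton and 0.377 for each of the others at an estimated correlation. Smooth muscle markers were not called there without WT aged 2 (0.111) or WT young 4 (0.0731), and fatty acid oxidation genes without WT aged 2 (0.0793), WT aged 3 (0.178), WT young 1 (0.162) or WT young 3 (0.0773).

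Transcripts of liver varied between single hearts within groups. The largest component of the deviations from the group means held 31.9% of their variance over the 10960 probes detected on at least 4 arrays, and Apoa1 ranged from 4.46 on WT young 3 to 11.61 on WT young 1, where Ttr had 11.94 and Serpina1b 12.05. A list of 32 liver genes, none of them among the genes in which the pattern was noticed, had 27 measured members, of which 15 were detected on WT young 1, 1 on all 16 arrays and 11 on no array. The component was turned so that the list is positive. Members also helped to build it, with 11 among its top 100 probes. Of the members, 24 had a positive correlation with the component, with a median correlation of 0.79 and a percentile of 100 among 10000 random lists matched on mean level. Both choices favour a high value, so the percentile alone does not decide. Liver RNA in single samples is a candidate explanation, although it would be expected to raise the members detected on no array too. Among them is Alb, the most abundant liver transcript, with its 1 probe detected on 0 arrays and at 4.39 to 4.81 throughout. Whether that probe can report its transcript was not tested, so its silence does not decide. Fga (4.56 and 10.05) and Ahsg (4.94 and 9.56) were also low on WT young 3 and high on WT young 1. The group means of the list were 5.60 in young WT, 5.37 in young BACHD, 5.38 in aged WT and 5.02 in aged BACHD hearts, with no difference past an exact permutation test (p = 0.686 between the young and 0.314 between the aged groups). Whether fatty acid oxidation genes of the heart followed the same component cannot be told, with a percentile of 97.42, and no other biological explanation was tested.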
